# Short-Term Transcriptomic Points of Departure Are Consistent with Chronic Points of Departure for Three Organophosphate Pesticides across Mouse and Fathead Minnow

**DOI:** 10.3390/toxics11100820

**Published:** 2023-09-29

**Authors:** Rubia Martin, Monique Hazemi, Kevin Flynn, Daniel Villeneuve, Leah Wehmas

**Keywords:** benchmark dose, fathead minnow, mouse, organophosphate pesticides, transcriptional points of departure

## Abstract

New approach methods (NAMs) can reduce the need for chronic animal studies. Here, we apply benchmark dose (concentration) (BMD(C))–response modeling to transcriptomic changes in the liver of mice and in fathead minnow larvae after short-term exposures (7 days and 1 day, respectively) to several dose/concentrations of three organophosphate pesticides (OPPs): fenthion, methidathion, and parathion. The mouse liver transcriptional points of departure (TPODs) for fenthion, methidathion, and parathion were 0.009, 0.093, and 0.046 mg/Kg-bw/day, while the fathead minnow larva TPODs were 0.007, 0.115, and 0.046 mg/L, respectively. The TPODs were consistent across both species and reflected the relative potencies from traditional chronic toxicity studies with fenthion identified as the most potent. Moreover, the mouse liver TPODs were more sensitive than or within a 10-fold difference from the chronic apical points of departure (APODs) for mammals, while the fathead minnow larva TPODs were within an 18-fold difference from the chronic APODs for fish species. Short-term exposure to OPPs significantly impacted acetylcholinesterase mRNA abundance (FDR *p*-value <0.05, |fold change| ≥2) and canonical pathways (IPA, *p*-value <0.05) associated with organism death and neurological/immune dysfunctions, indicating the conservation of key events related to OPP toxicity. Together, these results build confidence in using short-term, molecular-based assays for the characterization of chemical toxicity and risk, thereby reducing reliance on chronic animal studies.

## 1. Introduction

The identification of points of departure (PODs) is an essential step in chemical risk characterization. PODs have generally been derived from acute-, subchronic-, or chronic-toxicity dose–response animal studies via observations of apical endpoints such as mortality, body/organ weight change, disease formation, altered function/behavior, etc. However, the studies traditionally used to derive PODs are time intensive, costly, and rely heavily on the use of large numbers of animals, presenting ethical concerns. In the past, a common and reliable approach to set a POD for a chemical was to identify no- and/or lowest-observed-adverse-effect levels (NOAELs, LOAELs) from chronic animal studies and apply risk assessment principles and safety factors to estimate permissible exposure/intake values. More recently, benchmark dose (BMD) analysis [1] has replaced the NOAEL/LOAEL approach as the preferred method for identifying PODs in chemical risk assessment [2]. BMD analysis fits mathematical models to experimental data points to interpolate a BMD (defined as the dose required to significantly increase the probability of extra risk) and the lower statistical bound of the BMD (i.e., BMDL) generally sets the POD. This method is considered superior for identifying a POD because it does not solely depend upon the study design and uses data from the entire dose response curve. Despite this significant advance in chemical risk assessment, reliance on chronic animal studies for identifying PODs of individual chemicals cannot keep pace with the large number of chemicals in commerce and the environment. Thus, new approach methodologies (NAMs) that can replace, reduce, and/or refine (3Rs) animal usage, while improving throughput and efficiency of chemical risk assessment strategies, are desired [3].

The U.S. Environmental Protection Agency’s (U.S. EPA) Office of Pesticide Programs has the authority under the Federal Insecticide Fungicide and Rodenticide Act (FIFRA) [4] to require toxicity data from registrants to support their risk assessments. The use of the adverse outcome pathway (AOP) framework in conjunction with higher throughput NAMs can provide meaningful biological context and build confidence in their use for risk assessment, helping to reduce testing requirements and facilitating the transition towards the use of more prospective molecular endpoints [5,6]. The combination of molecular-based transcriptomic measurements and BMD analysis has gained a lot of attention for its potential to provide PODs from short-term exposures that are typically within the 10-fold range of those obtained from traditional, longer-duration toxicity studies [7,8,9,10]. Moreover, these comparisons have shown correlation with other apical studies at several time points, including acute-, subchronic-, and chronic-toxicity studies [8]. Many of these proof-of-principle studies have been efficacious in rodents for human health applications with fewer demonstrating efficacy for ecological health. In the context of the AOP framework, these studies suggest that upon chemical exposure, gene expression changes occur in a dose-dependent manner, which generally precede the adverse effects of toxicological concern. If we perform the BMD modeling of these early transcriptomic changes, we can identify a POD below which no concerted molecular changes are expected to occur, and therefore, no apical effects are expected either [7]. Thus, short-term transcriptomic PODs (TPODs) may be more conservative than traditional apical PODs (APODs) while helping to advance the pace of chemical risk assessments, which could also help to reduce the number of pesticide tests required by registrants through toxicity testing waivers or other means.

To further explore and evaluate these ideas, we aimed to provide two comparative case studies, demonstrating current applications of state-of-the-art genomic technologies combined with BMD modeling to better understand the molecular effects and potency of three well-studied organophosphates pesticide (OPPs): fenthion (FT), methidathion (MT) and parathion (PT). We hypothesized that changes in gene expression from short-term in vivo exposures can be modeled to identify a BMD and POD that is consistent with the traditional adverse effects of chronic exposures, using a model species of human health (mouse) and a model species of ecological health (fathead minnow). Although FT, MT, and PT are no longer used or produced in the U.S., they are still used as pesticides in other parts of the world [11,12] and ubiquitously detected in the environment [13], posing potential risks to aquatic organisms and human health. Exposure to OPPs is known to cause neurotoxicity, teratogenicity, endocrine modulation, compromised cognitive development, and damage to reproductive and immune systems [14]. OPPs have a wealth of existing chronic toxicity data readily available and a well-established mode of action (i.e., acetylcholinesterase inhibition), making them ideal candidates for the present case studies. Our results provide human and ecological health-focused evidence of an approach that could potentially conserve economic resources and waive time-intensive chronic animal testing requirements.

## 2. Materials and Methods

### 2.1. Chemicals

Mouse liver study: OPP standards (fenthion (FT), methidathion (MT), and parathion (PT)) were obtained from Chem Service Incorporation (West Chester, PA) (Table 1) and incorporated into AIN-93G rodent diet (or not for controls) by TestDiet (Richmond, IN, USA).

Fathead minnow larva study: OPP standards (FT, MT, and PT) were procured from Sigma-Aldrich (St. Louis, MO, USA) (Table 1), and exposure solutions were prepared by Great Lakes Toxicology and Ecology Division, Duluth, MN, USA. 

### 2.2. Mouse Liver Study Design

All methods involving the mouse exposure study design were previously described by Rooney and colleagues who were investigating transcriptomic signatures of hepatocarcinogenic and non-hepatocarcinogenic OPPs [15]. For the present work, liver samples were repurposed to test our hypothesis; therefore, we were limited to tissues and in-life measurements available from that original study [15]. Briefly, three-week-old B6C3F1 male mice were purchased from Charles River Laboratories and maintained at the AAALAC-accredited U.S. EPA animal facility (Research Triangle Park, NC, USA) under conditions recommended by the National Research Council Guide for the Care and Use of Laboratory Animals [16]. All animal use and procedures were approved by the Institutional Animal Care and Use Committee of the U.S. EPA National Health and Environmental Effects Research Laboratory. Mice were housed in solid-bottom cages with Alpha-dri^®^ bedding (Sheppard Specialty Papers) at *n* = 4/cage for social welfare considerations, while Nestlets (Anacare) and Nylabones were provided for enrichment. The temperature was maintained at 21 ± 1 °C, humidity at 50 ± 10%, and lighting on a standard 12 h light:12 h dark cycle. Water and food were freely accessible with consumption monitored [15].

Following acclimation, cages were randomly assigned to the following treatment groups: MT at 10, 25, 50, 100 ppm, FT at 2.5, 5, 10, 20 ppm, PT at 20, 40, 80, 160 ppm (*n* = 16/dose/group), or control groups, stratified by average body weight per cage. However, due to high levels of morbidity (30%) and mortality (40%), the 160 ppm PT exposure group was excluded from the present study [15]. These OPP levels correspond to estimated intake levels of 1.5, 3.75, 7.5 and 15 mg/Kg-bw/day for MT; 0.375, 0.75, 1.5 and 3 mg/Kg-bw/day for FT; and 3, 6, 12 and 24 mg/Kg-bw/day for PT, respectively (Figure 1). Exposure to OPP treatment or control diet began at eight weeks of age. Dose selections were based on previous chronic studies [17,18,19]. Body weight was monitored throughout this study.

Following seven days of exposure to the OPPs, changes in body weight, relative liver weight, serum liver enzyme chemistry, hepatic cytochrome P450 activity (*Cyp1a*, *Cyp2b*, and *Cyp3a*), liver histopathology, and liver cell proliferation were measured and reported by Rooney and colleagues [15]. To summarize, no significant effects on serum liver enzymes, liver histopathology, or liver proliferation were observed after seven days of exposure. Only PT caused significant reductions in body and relative liver weight at 40 and 80 ppm, whereas only FT caused a significant, intermittent increase (no dose-dependent trends) in hepatic cytochrome P450 enzyme activity at either 2.5 or 5 ppm across the three assays [15]. 

### 2.3. Fathead Minnow Larva Study Design

All larval fathead minnows used for testing were provided by an on-site aquatic culture facility at the U.S. EPA’s Great Lakes Toxicology and Ecology Division, Duluth, MN. Briefly, fathead minnow embryos were collected from multiple crosses of at least three females in paired breeding. Fertilized embryos that were attached to polyvinyl chloride breeding tiles were transferred to a bath of aerated Lake Superior water and held at 25 °C. At five day after fertilization, larvae that had hatched and were freely swimming were collected and randomly sorted for use in the assay. Exposures to FT, PT, and MT were conducted in triplicate 96-well plates for 24 h (catalog #502162, NEST Scientific USA, Woodbridge, NJ, USA). Larvae were transferred, individually in 102 ± 3 µL Lake Superior Water, to each well, using a 0.5 cm glass capillary tube connected to a 200 µL manual pipettor via a short length of rubber tubing. An additional 600 µL of exposure media was added directly to each well. Each plate included 12 different treatments with eight biological replicates (individual larval fish) per treatment. There were 10 nominal concentration dilutions of the test chemical (PT: 0.00011—35 mg/L; MT: 0.0103—103 µg/L; or FT: 0.00021–6.6 mg/L) plus a control (Lake Superior water) and a CuSO_4_ positive control (150 µg/L). All exposure wells, including control and positive control wells, contained 0.25% dimethyl sulfoxide. A dissecting microscope was used to verify that each well contained 1 submerged viable organism. Plates were then sealed with flexible silicone mats (catalog #506065, NEST Scientific USA, NJ, USA) to limit evaporation and headspace. Plates were incubated at 25 °C on a 16 h:8 h light/dark cycle (myTemp Mini, Benchmark Scientific, Sayreville, NJ, USA). After the 24 h exposure, survival and/or any abnormalities were determined via observation of each individual larva, using a dissecting microscope. 

Post-exposure OPP concentrations in the test wells were evaluated by collecting 250 µL of the exposure water and adding it to 250 µL acetonitrile, and then storing frozen at −20 °C. Three replicate exposure water samples per treatment were selected at random for analysis. Then, media samples were analyzed for chemical concentration levels, using liquid chromatography mass spectrometry (LC-MS). Only the measured concentrations levels were considered for analysis (Figure 1). A complete explanation of LC-MS methodological details is included in the Supplemental Information along with a summary of the measured concentrations for each OPP.

### 2.4. RNA Extraction and Isolation

Mouse liver study: After 7 days of exposure, mice were euthanized via asphyxiation using carbon dioxide followed by cardiac puncture. We speculated that the liver, a major metabolic nexus of toxicant insult, might serve as a valid surrogate for measuring organophosphate toxicity at the transcriptomic level. Thus, a subset of seven liver samples per each treatment condition were selected for global gene expression analysis. During tissue harvest, livers were weighed; left lateral, caudate and right medial liver lobes were trimmed; and portions of each lobe were snap-frozen in liquid nitrogen. Frozen samples were stored at −80 °C. RNA was isolated and homogenized from ~20 mg of archived frozen liver tissue, using RNAzol^®^RT (Molecular Research Center, Cincinnati, OH, USA). Then, RNA was purified using the RNeasy MinElute column protocol (Qiagen GmbH, Hilden, Germany) and a subset of samples evaluated for RNA integrity (RIN ≥ 6.6), using the Agilent 2100 Bioanalyzer RNA Nano Chip (Agilent Technologies GmbH, Berlin, Germany). RNA was quantified spectrophotometrically (NanoDrop Technologies, Wilmington, DE, USA). RNA samples were isolated and purified at Expression Analysis Genomic Services, Q2 Solutions (Durham, NC, USA), or at the U.S. EPA (Durham, NC, USA).

Fathead minnow larva study: Whole larvae were homogenized in Buffer RLT + beta-mercaptoethanol (Qiagen RNeasy) before transferring to 96-well plates to proceed with RNA isolation using MagMAX-96 Total RNA isolation kits (Life Technologies Corporation, AM1830, Carlsbad, CA, USA) following manufacturer protocol. RNA was quantified using a Take3 microvolume plate (Agilent, Santa Clara, CA, USA) and a Synergy HTX plate reader (BioTek, Winooski, VT, USA). Quality of RNA isolation was further confirmed by testing a random set of 16 samples per 96 well plate, using an Agilent Tapestation (Agilent, Santa Clara, CA, USA). RNA was isolated from eight individual larvae per treatment, excluding any individuals that had died during the exposure. An additional 27 samples were not sequenced due to insufficient RNA, poor RNA quality, or failed library preparations (RIN < 9). Total RNA from individual fish (250 ng/sample) was then used to prepare sequencing libraries with SENSE mRNA-Seq Library Prep kits (Lexogen GmbH, Vienna, Austria), with 15 cycles of PCR amplification. The quality and size of the libraries were checked on an Agilent TapeStation system, and each pooled library for sequencing contained the full complement of samples (excluding mortalities and failed samples) from the exposure plate (up to 96 samples). 

### 2.5. RNA Sequencing

Mouse liver study: Changes in gene expression were measured on purified RNA by Templated Oligo-Sequencing (TempO-Seq, BioSpyder Technologies, Carlsbad, CA, USA) using the mouse whole transcriptome assay (30,146 probes targeting 21,448 genes) as previously described by Yeakley et al. 2017 [20]. Predesigned detector oligo (DO) pairs were bound near each other on mouse mRNA target sequence sites allowing ligation. Unbound DOs were removed, while bound and ligated DOs were amplified by PCR. During PCR, sequencing adaptors and sample specific barcodes compatible with Illumina sequencers and software were also introduced. The PCR-amplified and barcoded samples were pooled into libraries for 50 base-pair sequencing on an Illumina HiSeq2500. Sequenced reads were demultiplexed using Illumina software to give a FASTQ file for each sample. 

Fathead minnow larva study: RNA sequencing was conducted at the Michigan State University Research Technology Support Facility, Genomics Core, on a NovaSeq 6000 system employing a S4 2 × 150 bp flow cell (Illumina, San Diego CA, USA). Base calling was performed with Illumina Real Time Analysis v. 2.7.7 and demultiplexing was achieved using Illumina Bcl2fastq v.2.20.0. 

Raw FASTQ files and raw and normalized read count matrices for the mouse liver study were submitted to the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus database (accession GSE240853). Raw FASTQ files for the fathead minnow larva study were submitted to the NCBI Sequence Read Archive (submission: SUB13852035).

### 2.6. Gene Expression Analysis

Both mouse liver and whole fathead minnow larva raw gene expression data were processed using the Partek Flow software pipeline (2022 Partek Inc., St. Louis, MO, USA). Briefly, read ends were trimmed by quality (Phred score <20) and length (<25 bp). Cleaned reads from the mouse liver study were aligned to *Mus musculus* (mm39) and cleaned reads from the fathead minnow larva study were aligned to the *Pimephales promelas* (EPA_FHM_2.0), using STAR v2.7.8a [21]. Aligned mouse liver reads were quantified to Ensembl transcript release 106, while aligned larval fathead minnow reads were quantified to Refseq GCA_016745375.1, using Partek E/M. For both studies, counts were filtered using a noise reduction function where it excludes any gene features with a median ≤ 8 counts across all samples. Counts were normalized to account for differences in library sizes, using counts per million mapped reads (CPM). A pseudocount of 1 was added to all genes prior to log_2_ transformation. Using a general linear model in Partek, mouse transcriptomics data were also adjusted for batch effects that resulted from experimental blocking and from the personnel who performed RNA isolations (Figure S1). 

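The values before and after this adjustment were compared mouse by mouse. The deposited adjusted values of every gene were a fixed linear combination of the unadjusted values, with a largest error of 6.02e-05 on the log2 scale. The mean of each of the 43 combinations of group, block and RNA isolator equalled the mean of its group to within 5e-05. A mouse alone in its combination therefore held exactly its group mean, so that 3 control mice had identical adjusted values, as had 3 mice at FT 20 ppm, 3 at MT 100 ppm and 2 at MT 10 ppm, although their counts differed. In the adjusted difference between a dosed group and the control, the unadjusted value of the control mouse of block 4 with RNA isolated at Expression Analysis Genomic Services (EA) entered with a weight between -0.333 (MT 10 ppm) and -1.17 (FT 10 ppm). In a plain difference of group means, each control mouse has a weight of -0.143. Both control mice of block 1 together entered with a positive weight, between 0.238 (MT 10 ppm) and 0.467 (MT 100 ppm).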

No batch effect removal was necessary for the fathead minnow larva data. 

### 2.7. Transcriptomics Benchmark Dose (Concentration) Response Modeling and Analysis

Transcriptomic BMD (mouse liver study) and transcriptomic benchmark concentration (BMC, fathead minnow larva study) analysis was performed with BMDExpress 2.3 [22] and following an approach similar to the National Toxicology Program Approach to Genomic Dose–Response Modeling Report [10]. Briefly, the filtered, normalized, transformed, and batch-adjusted count matrix for the mouse liver study was mapped using mm10 for all doses calculated as mg/Kg-bw/day. Because fathead minnow is not represented in the BMDExpress genome reference libraries, and in order to access downstream GO enrichment and molecular pathway analyses, we translated all the identified fathead minnow genes to zebrafish homologs, using previous published interspecies homologous conversion data via basic local alignment search tool (BLAST) [23]. Thus, for the fathead minnow larva study, the filtered, normalized, log_2_-transformed count matrix was mapped to the danRer11 Ensembl annotation before upload into BMDExpress 2.3 with exposure concentrations as mg/L. Once the count matrices were uploaded into the BMDExpress, data were prefiltered to identify genes/features likely to exhibit dose/concentration-dependent response, using one-way ANOVA (maximum absolute fold change ≥ 2, false discovery rate [24] (FDR)-adjusted *p*-value < 0.05 for the mouse liver study and maximum absolute fold change ≥ 2, *p*-value < 0.05 for the fathead minnow larva study). In the following analysis description, reference to BMD should be considered interchangeable with BMC. All genes demonstrating a significant treatment level effect were fitted to several statistical models implemented in BMDExpress 2.3 (Exp2, Exp3, Exp4, Exp5, Linear, Poly2, Poly3, Hill, and Power). Each model was run assuming constant variance and with a threshold benchmark response factor equal to 1.349 (10%) standard deviation. The best polynomial model was selected based on a chi-square test for nested models (*p*-value < 0.05), and the best overall model was selected based on the lowest Akaike information criterion. The Hill model was flagged if the ‘k’ parameter was < 1/3 the lowest positive dose. In the case where a flagged Hill model was identified as the best overall model fit, the next best model with a *p*-value > 0.05 was selected. This was used to select the BMD and upper and lower 95%-confidence limits of the BMD (BMDU and BMDL, respectively) for each gene. Genes with BMD values > the highest dose tested and BMDU:BMDL ratios > 40 were excluded from further analysis. Dose-responsive genes were then mapped to gene-ontology biological processes (GO: BP), using the GO: BP function in BMDExpress 2.3. Significantly enriched gene sets were defined by Fisher’s exact test two-tailed *p*-value < 0.05 and at least three-gene overlap with the gene set. The median BMD of the most sensitive, enriched GO: BP defined the transcriptomic BMD, and the transcriptomic BMDL defined the TPOD for each OPP and each species.

### 2.8. Apical Point of Departure Queries

To address our main hypothesis that changes in gene expression from short-term exposures can identify TPODs that are consistent with chronic APODs, we focused our comparisons on those endpoints. Specifically, data comparisons considered TPODs from our short exposures in the mouse and fathead minnow studies and APODs that were previously derived from subchronic/chronic exposures in several species of mammals and fish, respectively. Our main objective with these TPOD-to-APOD comparisons was to see how well a short-term study derived TPOD predicted the most sensitive chronic APOD. For rodents studies the APOD is typically derived from two-year exposures and for fish studies, the APOD is typically derived from 28-day or longer exposures depending upon the fish species tested. Here, we did not compare TPODs to the concurrently identified APODs because few if any significant apical effects occurred in the 7-day mouse liver study, which was briefly summarized in Section 2.2 and previously reported in [15], and no significant apical effects occurred in the 1-day fathead minnow larva study. Apical PODs for several model species were extracted from the CompTox Chemicals Dashboard V2.2 [25], which is integrated with and can access data from >30 databases, containing in vivo toxicity data for >50,000 chemical substances. Briefly, a batch search was performed for FT, MT, and PT extracting data from ToxVal [25] and ECOTOX knowledge databases [26]. Subchronic and chronic apical toxicity data for mammals (LOAELs and NOAELs in mg/Kg-bw/day) and fish (lowest- and no-observed-adverse-effect concentrations–LOAECs and NOAECs—in mg/L) were identified for comparisons with the short-term transcriptomic BMD(C)s and respective TPODs. No other attempts were made to match exposure duration and testing conditions or other design factors of these chronic apical studies.

### 2.9. Ingenuity Pathway Analysis

To investigate the underlying mechanisms of OPP-dependent changes in the gene expression profiles, in silico analyses with Ingenuity Pathway Analysis (IPA, Qiagen) were performed for all identified dose/concentration-responsive genes from BMDExpress. Two types of analysis were performed in IPA: (1) a canonical pathway analysis to compare the activation or inhibition of well-established signaling pathways and (2) a disease and biological network analysis to compare the regulation of genes in critical biological processes or functions. Significant enrichment was determined by *p*-values < 0.05. If available, predicted activation (positive values) or inhibition (negative values) of pathways was determined by z-score. Fathead minnow larva genes were mapped to mouse orthologs prior to IPA analysis using previous published interspecies homologous conversion data via basic local alignment search tool (BLAST) [23]. Enriched canonical pathways (*p*-values < 0.05) for each chemical and species were combined in an IPA comparison analysis, which ranked pathways by absolute z-score across all groups.

## 3. Results

### 3.1. Short-Term Organophosphate Exposures Significantly Influenced Gene Expression 

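Liver RNA of 84 mice was measured with TempO-Seq, a targeted assay in which detector oligos that meet on a transcript are ligated, amplified and sequenced. The 12 groups of 7 mice were a control group, FT at 2.5, 5, 10 and 20 ppm, MT at 10, 25, 50 and 100 ppm, and PT at 20, 40 and 80 ppm in the diet for 7 days. The lowest and highest doses were 0.375 and 3 mg/Kg-bw/day for FT, 1.5 and 15 for MT, and 3 and 12 for PT. Each group held 2 mice of experimental block 1, 3 of block 3 and 2 of block 4. RNA was isolated at Expression Analysis Genomic Services (EA) or at the U.S. EPA. EPA isolated 2 mice in each of the control, FT 20 ppm and MT 100 ppm groups and 1 mouse at MT 10 ppm, and EA isolated the others. The authors aligned trimmed reads to mm39 and estimated counts per gene with Partek E/M, which can split a read between genes, and 18.7% of the deposited counts were not whole numbers. Counts per mouse ranged from 6950381 to 15300589. The median (range) was 11724762 (9840552 to 13326762) in the control group. It was 11446301 (9815702 to 13699666) at FT 2.5 ppm, 12483478 (9507677 to 12905811) at FT 5 ppm, 10949133 (8733512 to 13528658) at FT 10 ppm and 11535633 (9614961 to 15300589) at FT 20 ppm. For the other OPPs it was 11606568 (9775290 to 12679830) at MT 10 ppm, 11418625 (9324649 to 14113917) at MT 25 ppm, 11897286 (6950381 to 13479545) at MT 50 ppm and 11523666 (10702658 to 13229973) at MT 100 ppm, and 11391897 (8621611 to 13460623) at PT 20 ppm, 12275477 (10166346 to 13228098) at PT 40 ppm and 11357804 (9273235 to 12476604) at PT 80 ppm. The authors also deposited log2 values adjusted for block and RNA isolator for 11064 of the 17695 genes. Of these, 10415 had a median count above 8, the limit the paper states, and 649 had a median of 8 or less. Within each combination of group, block and isolator, the adjusted values differed between mice as the log2 of CPM does when 1 is added to each count before scaling, to within 6.33e-05. Genes were called from the adjusted values as the paper describes, by the gene-wise F test of a one-way linear model over control and the doses of 1 OPP, with Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2 at 1 or more doses. Separately, rounded counts of the 10415 genes were compared between each dosed group and the control with edgeR's quasi-likelihood test, with block and isolator as covariates.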

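On the deposited adjusted values, the expression of 1099 genes differed with FT (439 higher and 660 lower at the dose of largest change), 874 with MT (482 higher, 392 lower) and 1039 with PT (516 higher, 523 lower). The adjusted p alone was under 0.05 for 7619, 8781 and 7150 of the 11064 genes. The largest change lay at the highest dose for 7.37% of the FT genes, 25.9% of the MT genes and 47.6% of the PT genes. A median count of 8 or less was found for 266, 259 and 226 of the called genes. When the log2(CPM + 1) of the counts was tested with block and isolator as covariates, 0 genes passed both limits for FT, 4 for MT and 171 for PT, and 932, 1780 and 2739 of 10415 genes had an unadjusted p under 0.05.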

Prefiltering of gene expression data identified 1099 (FT), 874 (MT), and 1039 (PT) differentially expressed genes (DEGs) from the mouse liver study following a 7-day exposure (ANOVA; FDR-adjusted *p*-value < 0.05; maximum absolute fold change ≥2 across dose levels) and 93 (FT), 295 (MT), and 152 (PT) DEGs from whole-body fathead minnow larvae following a 1-day exposure (Figure 2a) (ANOVA; *p*-value < 0.05; maximum absolute fold change ≥ 2 across dose levels). The comparison of overlapping DEGs across the OPPs (FT, MT, and PT) from the mouse liver study identified 445 that were shared. Such a substantial overlap suggests that these OPPs may be acting through a similar mode of action in the mouse liver. In contrast, in the fathead minnow larva study, only one shared gene between all three OPPs was observed (Figure 2b,c). 

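The 445 shared DEGs were 40.5% of the FT, 50.9% of the MT and 42.8% of the PT DEGs in the mouse liver, out of 1709 DEGs of any OPP. If the lists were independent draws from the 11064 genes, 8.15 shared genes would be found. The direction was the same for all OPPs in 431 of them (229 higher and 202 lower). The lists are not independent, since the same 7 control mice enter each of them. With the log2(CPM + 1) of the counts and block and isolator as covariates, no gene was shared by all OPPs.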

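On the log2(CPM + 1) of the counts of 10415 genes, the log2 fold changes at the highest dose had a Pearson correlation across genes of 0.562 between FT and MT, 0.364 between FT and PT and 0.471 between MT and PT. With different control mice for the OPPs of a pair, a comparison added after the data were examined, the means over 70 splits of the control mice were 0.0235, 0.0403 and 0.214. The splits ranged from -0.394 to 0.324, from -0.341 to 0.305 and from -0.111 to 0.467. These splits took no account of block and isolator. In the 6 splits in which both parts held mice of every block and 1 EPA mouse, also added, the means were 0.136, 0.114 and 0.282 with a different part for each OPP and 0.656, 0.450 and 0.530 with the same part for both. Across the 11064 genes with adjusted values, the correlations with all control mice were 0.767, 0.633 and 0.665. Genes are not independent replicates, so no p is given. From the number of shared DEGs, the paper proposes that the OPPs may act through a similar mode of action in the mouse liver.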

Fewer DEGs, in general, were identified across the different OPPs for the fathead minnow larva study compared to the mouse liver study, which may be partially due to the differences in the study designs. The complete list of DEGs for both species can be found in Tables S1 and S2.

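Compared with the control by edgeR on the counts, 344 of 10415 genes changed at PT 80 ppm (170 higher, 174 lower; adjusted p under 0.05 and at least 2-fold), of which 202 were among the PT DEGs. At FT 10 ppm 22 genes changed, at MT 100 ppm 5, and at MT 50 ppm and PT 20 ppm 1 each. No gene passed both limits in the other groups, where between 415 (FT 20 ppm) and 1116 (FT 2.5 ppm) genes had an unadjusted p under 0.05. The 5 genes at MT 100 ppm were all higher and all encode cytochromes P450. Cyp2c29 (chromosome 19, 39257849 to 39319157 of GRCm39) had a log2 fold change of 2.54 (standard error 0.213, adjusted p = 5.80e-15 from edgeR), and Cyp2c55, Cyp2c50, Cyp3a11 and Cyp2c54 had 2.77, 1.36, 1.29 and 1.26. With EA mice alone, Cyp2c50, Cyp3a11 and Cyp2c54 did not pass (adjusted p = 0.110, 0.0966 and 0.0795 from edgeR). These genes have close paralogs between which the authors' counting could split reads, so their separate values are uncertain. Of these 5, looked up after their values were seen, Cyp2c29, Cyp2c54, Cyp2c50 and Cyp3a11 were also among the genes higher at PT 80 ppm, with log2 fold changes of 1.39, 2.03, 1.65 and 1.12 and adjusted p from edgeR between 1.87e-10 and 5.58e-04. Cyp2c55 was higher at FT 10 ppm, with 1.33 (standard error 0.296, adjusted p = 0.0240 from edgeR), but it did not pass with control and FT mice alone (adjusted p = 0.0572). For enzyme activity (Cyp1a, Cyp2b and Cyp3a), the paper reports a rise with FT alone, at 2.5 or 5 ppm. It names no Cyp2c activity, and activity is another measure than RNA. Over the doses, MT and PT shared 4 changed genes, FT and PT 7, FT and MT 1 and all OPPs 0, against the same control mice. Cyp2c29 was also the gene that changed at MT 50 ppm, with a log2 fold change of 1.28, and Tifab, named after its value was seen, was the one at PT 20 ppm, with 1.32 (adjusted p = 0.0291 from edgeR). It did not pass with DESeq2 (adjusted p = 0.0899), with control and PT mice alone (0.721) or with no filter on low counts (0.101). At PT 80 ppm, the lowest log2 fold changes were -7.41 (standard error 1.72, adjusted p = 0.00105 from edgeR) for Saa2 (chromosome 7, 46401214 to 46403737 of GRCm39), -5.99 for Saa1 and -4.48 for Orm2. Saa2 had 16809 ± 16726 CPM (SD, 7 mice) in the control group and 77.4 ± 72.2 CPM at PT 80 ppm, so that its values varied between control mice as much as their mean. The highest were 7.89 (standard error 0.745, adjusted p = 1.29e-12 from edgeR) for Cyp4a10 (chromosome 4, 115375461 to 115390849 of GRCm39), 6.95 for Sult1e1 and 4.56 for Fmo2. At PT 80 ppm these had 283 ± 292, 433 ± 1121 and 34.5 ± 65.6 CPM (SD, 7 mice), an SD above the mean for each. In the control group they had 1.30 ± 0.958, 2.98 ± 1.87 and 0.942 ± 0.230 CPM. With control and PT mice alone, Sult1e1 and Orm2 did not pass (adjusted p = 0.0840 and 0.0688 from edgeR), and on the adjusted values the log2 fold change of Sult1e1 at PT 80 ppm was 0.03. Saa1 and Saa2 are near-identical copies and are likewise uncertain.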

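Among the DEGs shared by all OPPs with the same direction, the 10 whose smallest change over the OPPs at the highest dose was largest were Fgf2, Ntrk2, Atg4a-ps, Gnl3, Gm7413, Capn8, Slc13a5, Gm18139, Alas1 and Cpxm2. On the adjusted values, their log2 fold changes were between 1.82 and 4.12 in size. By edgeR on the counts with no limit on low counts, a comparison added after the data were examined, 24 of the 30 fold changes had the same direction, and 3 had an adjusted p under 0.05, those of Gnl3, Capn8 and Slc13a5 at PT 80 ppm. Median counts per mouse were 802 for Alas1 and 21 for Capn8, and 5.05 for Gm18139, the lowest of the 10.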

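Benchmark doses were fitted to the adjusted values of each DEG over the doses in mg/Kg-bw/day with the 9 models and the selection rules the paper gives, written out anew since BMDExpress was not used here. The benchmark response was 1.349 SD. A fit was kept when the BMD was at most the highest dose and the ratio of its upper to its lower 95% limit was at most 40. On curves simulated at these doses, the median ratio of the fitted to the true BMD lay between 0.924 and 1.15 over 9 sets of 300 curves, and the limits enclosed the true BMD for 66.2% to 81.7% of curves. With the true model alone this share was 82.7% to 92.2%. The simulated curves were linear, Hill or exponential, rose or fell throughout and had independent errors. They do not test the fits on curves that turn, or on mice with identical adjusted values. A BMD was kept for 981 FT, 726 MT and 937 PT genes of the mouse liver. A goodness-of-fit p above 0.1 would leave 496, 297 and 853. PT had fewer dose groups, so its models with the most parameters left no degrees of freedom for this p. Such fits were kept without it, so the PT number cannot be set against the others.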

BMD(C) modeling identified 840 (FT), 689 (MT), and 805 (PT) dose-responsive DEGs in the mouse liver study and 52 (FT), 198 (MT), and 80 (PT) concentration-responsive DEGs in the fathead minnow larva study (Figure 2d). 

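In the mouse liver, the kept fits were 89.3% of the FT, 83.1% of the MT and 90.2% of the PT DEGs. The best model was a polynomial of degree 2 or 3 for 87.2%, 58.1% and 63.9% of them. A BMD below the lowest dose given, where no mouse was measured, was found for 48.2%, 41.9% and 67.9%.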

Over 76% of the ANOVA filtered genes for each OPP showed adequate BMD fits in the mouse liver study, whereas approximately 52% genes demonstrated adequate BMC fits in the fathead minnow larva study. When looking at the overlap of these dose/concentration-responsive DEGs, the mouse liver study identified a greater number of dose-responsive genes that were consistent across all OPPs (185) (Figure 2e), while the fathead minnow larva study had no overlap of concentration-responsive genes across all three OPPs. However, there were about one to ten concentration-responsive DEGs shared between any two OPPs (Figure 2f). 

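With the fits described above, 299 dose-responsive genes were shared by FT, MT and PT in the mouse liver. The pairs shared 444 (FT and MT), 483 (FT and PT) and 410 (MT and PT) genes.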

Additionally, when reviewing the transcriptomic BMD(C) values for all modeled DEGs, log_10_-transformed median levels and ranges show relatively low variability and general consistency across the chemicals and species (Figure 2g) despite the differences in the study designs. Moreover, the differences in the relative potency of each OPP across the species are apparent at the gene level, suggesting that FT is the most potent OPP as it had the lowest median transcriptomic BMD(C) value in both species (Figure 2g). 

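In the mouse liver, the median gene-level BMD was 0.382 mg/Kg-bw/day (quartiles 0.241 and 0.635) for FT, 1.64 mg/Kg-bw/day (quartiles 1.12 and 3.07) for MT and 1.77 mg/Kg-bw/day (quartiles 0.869 and 4.16) for PT. The median lower limits were 0.270, 1.18 and 1.15 mg/Kg-bw/day. These medians describe genes of the same mice and have no replicates of their own. Single BMDs ranged from 0.00295 to 2.99 for FT, from 0.0164 to 14.9 for MT and from 0.0216 to 11.9 for PT.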

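The mouse liver median of FT was the lowest, and the quartiles of FT did not reach the lower quartile of either other OPP. Those of MT and PT overlapped. The doses given differed between the OPPs, and in units of the lowest dose of each OPP the medians were 1.02 for FT, 1.09 for MT and 0.591 for PT. All these medians rest on the adjusted values. With values and DEGs from the counts, 0 FT, 4 MT and 169 PT genes had a BMD. Their medians were 5.71 (MT) and 8.44 mg/Kg-bw/day (PT). The DEGs of the adjusted values were also fitted on the counts, a comparison added after the data were examined. A BMD was then kept for 114 FT, 74 MT and 336 PT genes, with medians of 1.02, 12.2 and 8.45 mg/Kg-bw/day.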

### 3.2. Gene Set-Based Transcriptomic Points of Departures Were Similar for Mice and Fathead Minnow Larvae

To establish gene set-based TPODs, we mapped all dose- and concentration-responsive DEGs to GO: BP categories. Enriched gene sets are typically preferred for TPOD identification, as they are believed to better reflect coordinated chemical-dependent biological responses as opposed to individual gene-level results [27]. Therefore, the median of the most sensitive enriched GO: BP established the BMD(C)s, while the associated lower bound defined the TPODs. These are summarized for each study and each OPP in Table 2. Both studies identified significant enrichment of GO: BP categories across all three OPPs. Specifically, the mouse liver study detected 742 (FT), 909 (MT), and 799 (PT) enriched gene sets, and the fathead minnow larva study detected 9 (FT), 48 (MT), and 109 (PT) enriched gene sets (Figure 3). Interestingly, the gene set BMD(C) and lower-bound accumulation plots or TPODs showed that FT shifted to the left, indicating FT as the most potent OPP in both species (Figure 3) similar to the gene-level results. Overall ranking for these OPP potencies identified FT > PT > MT in both species. When reviewing the gene set BMD(C) and TPOD values between both species, we found that they were surprisingly similar (within a fold change <1.5) given the differences in both studies (i.e., adult mouse liver vs. whole fathead minnow larvae; 7- vs. 1-day exposures; oral gavage vs. immersion; etc.). For instance, the gene set BMD (TPOD) values for FT, MT, and PT in the mouse liver study were 0.018 (0.009), 0.164 (0.093), and 0.101 (0.046) mg/Kg-bw/day, respectively, while the gene set BMC (TPOD) values for FT, MT, and PT in the fathead minnow larva study were 0.011 (0.007), 0.151 (0.115), and 0.090 (0.046) mg/L, respectively (Table 2).

### 3.3. Gene Set-Based Transcriptomic PODs Were Concordant with Chronic Apical PODs for Each Species

Ultimately, we aimed to compare the gene set-based TPODs derived from short-term exposure in mice and in fathead minnow to APODs derived from chronic exposures. Given the lack of BMD(C) data from traditional toxicity studies for FT, MT, and PT in mouse and fathead minnow, we used the chronic toxicity data consisting of chronic NOAEL(C)-based POD values from mouse and fathead minnow, when available, as well as multiple mammalian and fish species extracted from the CompTox Chemicals Dashboard. Notably, traditional apical BMD values are known to usually fall between the NOAELs and the LOAELs [28], making them a reasonable alternative for apical comparisons given the paucity of the BMD(C) data. For the mouse liver study, there were species-matched (mouse) chronic toxicity data reported for FT and MT with the most sensitive NOAELs based on the cholinesterase inhibition at < 0.03 and 1.6 mg/Kg-bw/day, respectively. The closest alternative for PT was the rat data with a chronic NOAEL of 0.1 mg/Kg-bw/day (Table S3), which was also based on cholinesterase inhibition, making the chronic rodent APODs between 2.2- and 17-fold higher (less sensitive) than the gene set TPODs derived from the mouse liver study. For the fathead minnow larva study, there were also species-matched chronic data available for FT and MT with the most sensitive NOECs at 0.065 and 0.0063 mg/L, respectively. Chronic PT data were not available for fathead minnow, but the most sensitive NOEC for zebrafish was 0.0041 mg/L, resulting in the APODs that were 9.3-fold higher (less sensitive, FT) or between 11.2- and 18.3-fold lower (more sensitive, PT and MT, respectively) than the gene set TPODs derived from the fathead minnow larva study. Because the mouse or fathead minnow may not be the most sensitive species used in a human health or ecological assessment, respectively, we investigated how well these gene set TPODs performed as the general indicators of the most sensitive APODs from chronic studies conducted in several species of mammals (Figure 4a) or fish (Figure 4b). The details regarding the chronic apical studies used to identify the FT, MT, and PT APODs in mammals and in fish are presented in Supplemental Tables S3 and S4, respectfully. The durations of these subchronic/chronic exposure-based studies ranged from 18 days to 2 years for mammals and from 28 days to 90 days for the fish species. When looking exclusively at the mammalian data, the most sensitive chronic NOAELs reported for FT, MT, and PT were < 0.02 (primate), 0.01 (dog), and < 0.01 mg/Kg-bw/day (dog), respectively (Table S3). These values were within 2.2-, 9.3-, and 4.6-fold of the mouse-derived gene set TPODs for FT, MT, and PT, respectively. When looking at the fish species, the most sensitive NOECs were 0.0075 (rainbow trout), 0.0063 (fathead minnow), and 0.00019 mg/L (sheepshead minnow) for FT, MT, and PT, respectively (Table S4). These values were within 1.1-, 18.3-, and 242.1-fold of the TPODs for FT, MT, and PT derived from the fathead minnow larvae, respectively. Interestingly, short-term exposures to these OPPs yielded gene set TPOD values that were generally within a 10-fold difference from the most sensitive subchronic/chronic-toxicity NOAEL(C)-based APODs for several species of mammals and fish (Figure 4a,b, respectively). Specifically, for mammals, the mouse liver study TPODs were generally more sensitive than and within a 10-fold difference from the APODs for 11 of 12 comparisons across all three OPPs. The average absolute fold difference (±s.d.) between the TPOD and APOD values for each OPP was 5.5 ± 2.6 for FT, 5.6 ± 7.7 for MT, and 2.7 ± 1.7 for PT. For fish, the fathead minnow larva study TPOD values were more sensitive than the two FT APOD comparisons. Across each of the OPPs, 2 of 6 TPOD-to-APOD comparisons were within 10-fold of each other with an average absolute fold difference (± s.d.) for FT and PT of 5.2 ± 2.8 and 85.5 ± 135.7, respectively. MT only fathead minnow APOD data for comparison. Interestingly, in both the mouse liver study and fathead minnow larva study, the TPODs for FT were lower than the APOD values representing a more conservative value. When comparing both the mouse and the fathead minnow TPODs to known NOAEL-based APODs in humans, they were also within 10-fold (Figure 4c). Overall, these results indicate that the BMD(C) modeling of transcriptomic data from short-term exposures can provide reasonable estimates of chronic APODs for these two different species despite several differences in study designs.

### 3.4. Gene Expression Analysis Identifies Dysregulated Molecular Pathways Previously Linked to OPP Toxicity

To investigate the possible biological significance of short-term exposures to FT, MT, and PT across both species, we combined and compared all DEGs identified in the mouse liver study and in the fathead minnow larva study after mapping to mouse orthologs. The number of unique DEGs identified in the mouse liver study was approximately 77% higher, but about 57 DEGs were consistent across the species (Figure 5a). The acetylcholinesterase (AChE) gene, a major biomarker of OPP toxicity, was among these 57 DEGs. 

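Ache, which encodes acetylcholinesterase, lies on chromosome 5 of GRCm39 from 137285781 to 137292728. Its counts in the mouse liver were between 0 and 13 per mouse, with a median of 4.5, the third lowest median among the 11064 genes with adjusted values. Mean CPM was 0.513 ± 0.404 (SD, 7 mice) in the control group. It lay between 0.331 ± 0.215 (MT 100 ppm) and 0.482 ± 0.191 (FT 5 ppm) in the dosed groups. No dosed group had a higher plain mean than the control, but this mean takes no account of RNA isolator. The control mice isolated by EPA had 0.975 and 0.890 CPM, and those isolated by EA 0 to 0.915. Counts were also compared by edgeR with no filter on low counts and with block and isolator as covariates. The log2 fold change was then positive at FT 5, MT 10 and PT 20 ppm (0.215, 0.0444 and 0.0873, standard errors 0.438, 0.420 and 0.442). It was negative at the other doses. On the adjusted values, the largest log2 fold change was 2.67 for FT (at 10 ppm), 1.94 for MT (at 25 ppm) and 2.02 for PT (at 80 ppm). These are fold changes of 6.36, 3.84 and 4.05, with adjusted p = 8.91e-07, 2.17e-08 and 7.03e-06 from the gene-wise F test, and a permutation test of each gave p = 1e-05, the smallest that 100000 resamples can give. Since the adjustment had already centred the mice on their own groups, neither p on the adjusted values is a test of the groups that is independent of it. On the log2(CPM + 1) of the counts, the same permutation test gave p = 0.733 for FT, 0.721 for MT and 0.812 for PT. The control mouse of block 4 isolated by EA had a count of 0.

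**Figure D1:**
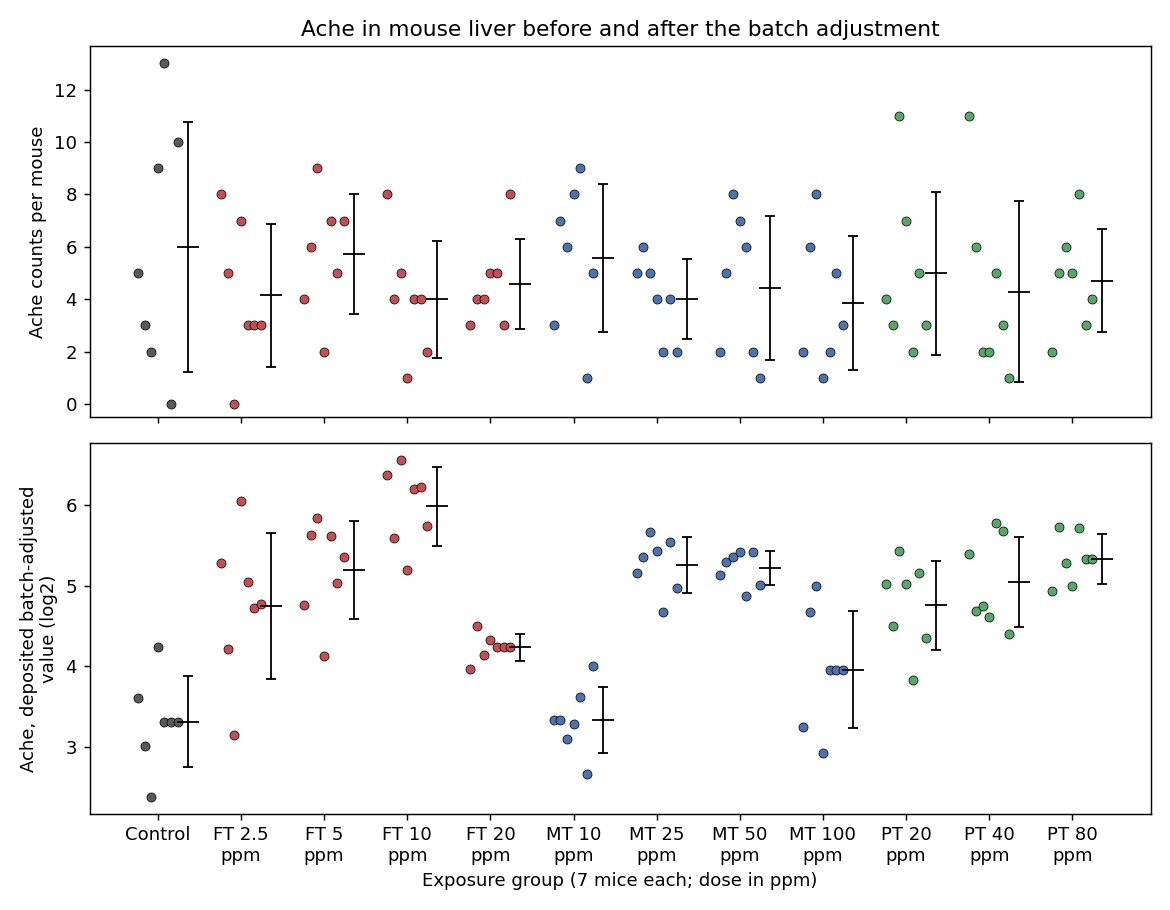
Ache in the liver of each mouse by exposure group, as counts per mouse (top) and as deposited batch-adjusted log2 values (bottom). Points are mice, and the bars beside them give the mean and SD of the 7 mice. Counts of control mice lie between 0 and 13 and overlap those of every dosed group, while the adjusted control mean of 3.31 lies below that of every dosed group, from 3.33 at MT 10 ppm to 5.98 at FT 10 ppm.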

In the mouse liver study, the AChE transcript was found to be significantly upregulated across all OPP exposures (FDR < 0.05 and maximum fold change ≥ 2), while in the fathead minnow larva study, the AChE transcript was significantly upregulated in MT (*p* = 0.009 and maximum fold change = 1.17) and PT (*p* = 0.032 and maximum fold change = 4.23) exposure groups (Figure 5b). Although the AchE transcript was not significantly upregulated in the fathead minnow FT exposure group, there was a trend towards upregulation (*p*-value = 0.18 and maximum fold change = 1.12) (Figure 5b). These results provide evidence of known molecular events in OPP toxicity. Moreover, an investigation of interaction networks showed significant regulation of genes involved in organismal stress/damage and immunological, inflammatory, and neurological biological dysfunctions (top networks scored > 50) (Figure S2). 

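The relation between dose and the adjusted Ache value was also tested in the mouse liver. Since 3 control mice have identical adjusted values, as have some dosed mice, the mice are not fully independent in these tests. The adjustment had also set the mean of every combination of group, block and isolator to that of its group, so the values within blocks repeat the same group means and are no replication. For FT, Spearman's rho was 0.366 (permutation p = 0.0308, adjusted over the OPPs 0.0308) and Pearson's r 0.170 (permutation p = 0.325, adjusted 0.325) over 35 mice. For MT, Spearman's rho was 0.402 (permutation p = 0.0176, adjusted over the OPPs 0.0264) and Pearson's r 0.239 (permutation p = 0.166, adjusted 0.249) over 35 mice. For PT, Spearman's rho was 0.740 (permutation p = 4.00e-05, adjusted over the OPPs 1.20e-04) and Pearson's r 0.724 (permutation p = 4.00e-05, adjusted 1.20e-04) over 28 mice. Without the 2 mice farthest from the median dose, r was 0.243, 0.302 and 0.719. Within blocks 1, 3 and 4, rho was 0.419, 0.338 and 0.396 for FT, 0.321, 0.371 and 0.446 for MT, 0.781, 0.669 and 0.834 for PT. On the log2(CPM + 1) of the counts with block and isolator subtracted, rho was -0.134, -0.170 and 0.0158, with permutation p = 0.445, 0.328 and 0.942. In the dosed mice alone, rho of the adjusted values was -0.135, 0.135 and 0.395, with permutation p = 0.498, 0.495 and 0.0804 (adjusted 0.498, 0.498 and 0.241). Pearson's r in these mice was -0.291, -0.00126 and 0.451, with permutation p = 0.134, 0.995 and 0.0386 (adjusted 0.201, 0.995 and 0.116). Of a list of 31 genes set before the data were examined, mostly esterases and related hydrolases, Ache among them, 5 were DEGs of FT, 6 of MT and 7 of PT. By edgeR on the counts, 26 of the list could be tested. At PT 80 ppm 7 of them had an adjusted p under 0.05 over all genes and 9 over the list alone, and 2 also changed at least 2-fold. In no other group did one pass over all genes. Over the list alone, 3 passed at FT 10 ppm, 2 at MT 100 ppm and 1 at FT 5 ppm. The list also holds Fads6, of the fatty acid desaturase family, which was not a DEG of any OPP and did not pass in any group. Without it, a choice made after the data were examined, 25 genes were tested, and 10 passed over the list alone at PT 80 ppm, while the other numbers stayed as given. Many of the genes are paralogs of the carboxylesterase family, between which reads could be split.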

The comparison analysis across mouse liver and fathead minnow larvae also showed activation and inhibition of canonical pathways previously linked to OPP toxicity, including organismal stress and immune and neurological dysfunctions [29,30]. The top five regulated canonical pathways ranked by absolute z-score across all groups included Senescence pathway, G-protein coupled receptor signaling, Sirtuin signaling, ERK/MAPK signaling, and IL-10 signaling (Figure 5). 

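Of these pathways, Table S5 lists the Senescence Pathway for FT and PT and Sirtuin signaling for PT in the mouse, and their genes were looked up among the DEGs. The Senescence Pathway lists 16 genes for FT, all among the FT DEGs (4 higher, 12 lower), and 18 for PT, all among the PT DEGs (6 higher, 12 lower). Sirtuin signaling lists 16 genes for PT (6 higher, 10 lower). By edgeR on the counts at the highest dose, 6 of 17 tested Senescence genes changed for PT, namely Capn3, Capn8, Cdkn1a, Gadd45b, Saa1 and Saa3, and 4 of 14 Sirtuin genes, namely Acss2, Gadd45b, Pfkfb3 and Tomm40l. For FT 0 of 12 Senescence genes changed at 20 ppm, and 2 had an unadjusted p under 0.05. At that dose 0 of all tested genes changed, and the set was not looked up at lower FT doses. Capn8, also an FT DEG, had a log2 fold change of -2.31 at FT 10 ppm (adjusted p = 0.0288 from edgeR). It did not pass there with control and FT mice alone (adjusted p = 0.0750). The changed genes are named after their values were seen. The pathway genes were listed because they were DEGs, so their number in the DEGs is fixed by that choice.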

A table of all enriched pathways for each OPP and species can be found in Supplemental Table S5. Despite some differences in the direction of regulation, there was conservation of OPP bioactivity across both species. Overall, these findings further emphasize the sensitivity in using transcriptomic response from short-term exposures to understand the OPP toxicity.

## 4. Discussion

Here, we have examined an alternative and faster approach to traditional chronic dose response assessment studies. Dose–response profiling of in vivo global gene expression changes from short-term exposures is still an underexplored area; however, it has great potential for application in risk assessment [7]. This work provides further evidence on the general consistency between short-term study-derived TPODs and chronic APODs for the three OPPs (i.e., FT, MT, and PT) across two model species. The principal finding in our studies showed that the tissue (the mouse liver study) or the whole animal (the fathead minnow larva study) transcriptome from short-term exposures (i.e., 7- and 1-day, respectively) detected chemical-induced effects at the gene set level that correspond closely to the dose levels of apical effects from chronic exposure-based studies. Our data suggest that the liver may serve as a good sentinel tissue for determining TPODs since it indicated the chronic APODs despite not necessarily being the primary OPP target (i.e., muscle and nervous tissues where acetylcholinesterase inhibition occurs). Not only were the relative potencies of the OPPs from our short-term transcriptomics-based case studies and traditional chronic exposure-based studies consistent, but the TPODs were also very similar between both species despite several differences in the experimental designs. These findings are also important because there is a critical need to be able to extrapolate molecular data collected in laboratory model organisms to apical responses (i.e., mortality, tumor formation, etc.) in a broad range of species. Acetylcholinesterase (ache), which is a major biomarker of OPP toxicity, was detected and conserved in both the mouse liver study and the fathead minnow larva study, providing confidence that we were identifying key events in OPP toxicity while also quantifying the broader concerted molecular changes occurring in both species. Understanding and linking early key molecular events to traditional apical responses can help translate high-throughput molecular-based cell assay data into toxicologically meaningful results.

Several rodent studies have shown consistency between transcriptomic BMD and TPOD values from short-term chemical exposures and concurrent or chronic BMD and APOD values. On average, the transcriptomic BMD and associated TPOD values from these studies are typically within 10-fold of the 2-year chronic-exposure apical BMD and APOD values [9,10,31,32,33]. This concordance has been previously demonstrated with industrial chemicals [8,9] and agrochemicals similar to the present study but consisting of herbicides and fungicides [31,33,34] rather than insecticides. Specifically, Bianchi and colleagues investigated the concordance of 90-day subchronic TPODs with two-year cancer bioassay PODs, using exposures to triclopyr acid, sulfoxaflor, pronamide, and fenpicoxamid. They measured transcriptomic response in rat liver or kidney for comparison to the most sensitive two-year APOD and found that it was, on average, within 2.8-fold (1.2 s.d.) [33]. In a shorter study, Bhat and colleagues compared hepatic transcriptomic TPOD responses of four tumorigenic (cyproconazole, epoxiconazole, propiconazole, and triadimefon) and one nontumorigenic (myclobutanil) conazoles to 2-year APODs for hepatocellular carcinoma and adenoma. They found that the TPODs following 30 days of exposure correctly ranked the conazoles by tumorigenic potency (cyproconazole as most potent and nontumorigenic myclobutanil as least potent), which was not possible with the associated 30-day liver-weight BMD and APOD data. Furthermore, 30-day TPODs for the four tumorigenic conazoles were generally more sensitive than the 2-year hepatocellular carcinoma and adenoma POD values and overall, within a 3.0-fold difference, on average (1.7 s.d.) [34]. In an experiment closer in duration to our mouse liver study, LaRocca and colleagues investigated the utility of using a 14-day TPOD to indicate chronic carcinogenic, reproductive, and/or endocrine APODs. They used liver and testis tissue for identifying the TPOD which was 17-fold higher than the most sensitive 2-year APOD for testis atrophy [31]. A large scale experiment of 18 well-studied chemicals used a study design quite similar to that of the present mouse liver study where Gwinn and colleagues derived transcriptomic BMDs from sentinel tissue (i.e., liver and kidney) following five-day exposures to indicate the most sensitive 2-year BMD [9]. Only BMDs were reported in the Gwinn study, and they did not use a priori knowledge of the apical effects to select the tissue for the transcriptomic analysis, yet they found that the liver- or kidney-based transcriptomic BMDs were within 10-fold of the most sensitive apical BMDs for 93% of chemicals (excluding the negative control chemicals). These studies were similar and consistent with our mouse liver study findings, which also suggested that liver may be a useful surrogate organ for determining transcriptomic BMDs and TPODs when little or no toxicity data are available for a chemical. Together, these studies suggest that TPODs from short-term exposure can be used to estimate APODs derived from chronic or subchronic exposures. 

Most of the proof-of-principle studies showing the utility of short-term transcriptomic BMDs and TPODs for indicating chronic-exposure apical BMDs and APODs have focused on rodent studies with human health applications. The mission of the U.S. EPA also encompasses protecting the environment, and an increasing number of investigators are applying BMC modeling of transcriptomics to see how well it indicates chronic PODs in ecologically relevant species such as fish. For instance, the fathead minnow, zebrafish, and rainbow trout have been used to identify TPODs after short-term exposures (ranging from 24 h to 7 days) to several chemical compounds [35,36,37,38]. These ecological studies showed that TPODs were generally conservative when compared to the subchronic and chronic apical effects for fish in several chemical exposure scenarios, suggesting that ecological TPODs can be utilized to assess the potential hazards associated with chemical exposure in adult fish. This is mostly consistent with our results because we also identified gene set TPOD values that were concordant with their respective chronic APOD values (Figure 4b). Despite these efforts, there is still a need to demonstrate additional case scenarios, validating TPOD-to-APOD correlations across diverse chemicals, species, and modes of action for this new approach to be considered as a support and/or replacement of current chronic exposure-based studies in chemical risk assessments. To our knowledge, we are the first group to report a TPOD-to-APOD correlation across mammalians and ecologically relevant species for OPPs.

Interestingly, traditional chronic apical response data for FT, MT and PT derived from the most sensitive endpoints identify FT to be the most potent OPP followed by PT and MT in several species of mammals and fish. Importantly, these results were concordant with our TPOD findings where FT was also the most transcriptionally potent OPP followed by PT and MT in the mouse liver and the fathead minnow larva studies. These observations suggest that both the 7-day and 1-day exposures in mice and fathead minnow, respectively, track the potency differences established for these three OPPs. Additionally, these comparisons made across FT, MT, and PT helped us identify potential similarities in molecular toxicity patterns of OPPs across these two species, increasing confidence in the transcriptomics-based results and contributing to the weight of evidence. We also noted that in several instances, the TPODs were more sensitive than the APODs in both species, suggesting that these data could provide conservative ecological and human health assessment values. This is consistent with the idea that a TPOD generally represents a dose/concentration below which concerted molecular changes are not expected to occur [7]. However, not all TPODs were lower than the doses/concentrations reported to elicit apical toxicity, especially for the aquatic organisms in which 50% of data points fell outside the ~10-fold difference typically seen in rodent studies (Figure 4b). This could be partly due to the duration of the fathead minnow study. The TPODs in the fathead minnow larva study may have also been a little less sensitive because the whole animal was used to obtain the transcriptomic data as opposed to only one tissue used for the mouse liver study. This may also explain the lower number of OPP-induced DEGs identified in the fathead minnow larva study. Regardless, the data suggest that the larval fathead minnow-based TPODs need to be further explored and tested against a larger set of chemicals to robustly evaluate the relationship between short-term study TPODs and traditional fish-based APODs [35]. Our case study suggests that fathead minnow larvae are a suitable organism for short-term in vivo transcriptomic testing, as it provided significant translational and functional information on the OPP effects at the molecular level. 

Organophosphates belong to a diverse group of pesticide chemicals, and they are commonly used in applications as insecticides, anthelmintics, fungicides, herbicides, etc. Exposure to OPPs elicit inhibition of acetylcholinesterase, which prevents the hydrolysis of the neurotransmitter acetylcholine, leading to hypercholinergic seizures, respiratory/cardiovascular failure, and potentially death [29]. Interestingly, our transcriptomic results showed significantly increased levels of AChE mRNA in both species. These observations are likely representative of an early-onset (i.e., acute) compensatory response to the buildup of excessive levels of acetylcholine, resulting from inhibited acetylcholinesterase enzyme activity at least in the short term. This is consistent with the current literature suggesting that AChE increases following a short-term exposure to OPPs. This has been measured in the central nervous systems of mouse and rat shortly after the OPP exposure [39,40]. This physiological compensatory response due to insecticide stress has also been observed in estuarine fish [41]. Measurement of AChE activity is a common test for biological OPP toxicity as it is expressed in the central and peripheral nervous system, muscle, and blood cells [42]. The fact that our mouse liver and fathead minnow larva-based TPODs were highly concordant with the most sensitive APOD values derived from chronic and subchronic exposure to FT, MT, and PT in humans is a remarkable finding because it shows that this new method seems consistent with the already established chronic-exposure approach to identification of APODs. 

However, we also aimed to provide an overview of FT, MT, and PT effects beyond the AchE inhibition, and another important characteristic that is worth discussing is our results regarding gene regulation and how it can affect the known mechanisms of the OPP toxicity. The enrichment analysis identified activation/inhibition of canonical pathways associated with organism damage and neurological and immune dysfunctions, which have been known to be affected by OPPs [29]. Although the pathway responses (i.e., activation and inhibition) exhibited opposing regulation directionality, these results might indicate that DEGs are sensitive to the different short-term exposures times (7 days vs. 1 day, respectively) because the regulation of DEGs is known to be time-sensitive [43]. OPP toxicity is mostly known to induce neurological effects; however, it can also disrupt organism homeostasis through stress and immune and inflammatory dysfunctions. To understand how FT, MT, and PT regulated DEGs to drive toxicity in both species, we used a network analysis. We observed significant enrichment (network score > 50; *p*-value < 0.05) of diseases and functions associated with acute immunological and inflammatory responses as well as organismal damage/stress, supporting the known information regarding OPP toxicity. Notably, the acute immune response is the first defense mechanism against exposure to persistent toxicants such as pollutants/pesticides similar to these OPPs [30]. Moreover, overstimulation of the cholinergic and glutamatergic nervous system caused by OPP exposure is usually followed by intensified generation of oxidative and inflammatory damage in many tissues [44].

Despite the bioassay-related differences, our data showed that conserved molecular changes due to short-term exposure can be used to identify TPODs, and that they correlate with APODs derived from chronic-exposure studies in mammals and fish. Furthermore, these results indicate the conservation of key events potentially important for OPP biological activity across species. While additional research is needed, these results build confidence in using short-term molecular-based assays for the characterization of toxicity and risk, thereby reducing reliance on chronic-exposure animal-based studies. 

## 5. Conclusions

The ultimate goals of this study were to (1) identify short-term study TPODs for the three OPPs (FT, MT, and PT); (2) evaluate TPOD correlation across and within species-specific APODs; and (3) further the understanding of acutely altered molecular processes associated with OPP toxicity. The TPODs were concordant across each species and generally concordant with chronic APODs, although slightly less so in the case of the 24 h fathead minnow larva assay. The upregulation of AChE transcripts was interesting and corroborates research in rodents indicating that a splice variant of AChE increases upon OPP exposure. Our results support previous reports on the mechanisms of OPP toxicity, as we found significant enrichment of genes involved in the activation and inhibition of canonical pathways that are linked to organismal stress and immune and neurological dysfunctions. Future experiments will focus on the comparative evaluation of molecular responses to other chemical classes and the corresponding apical responses across species.

## Figures and Tables

**Figure 1:**
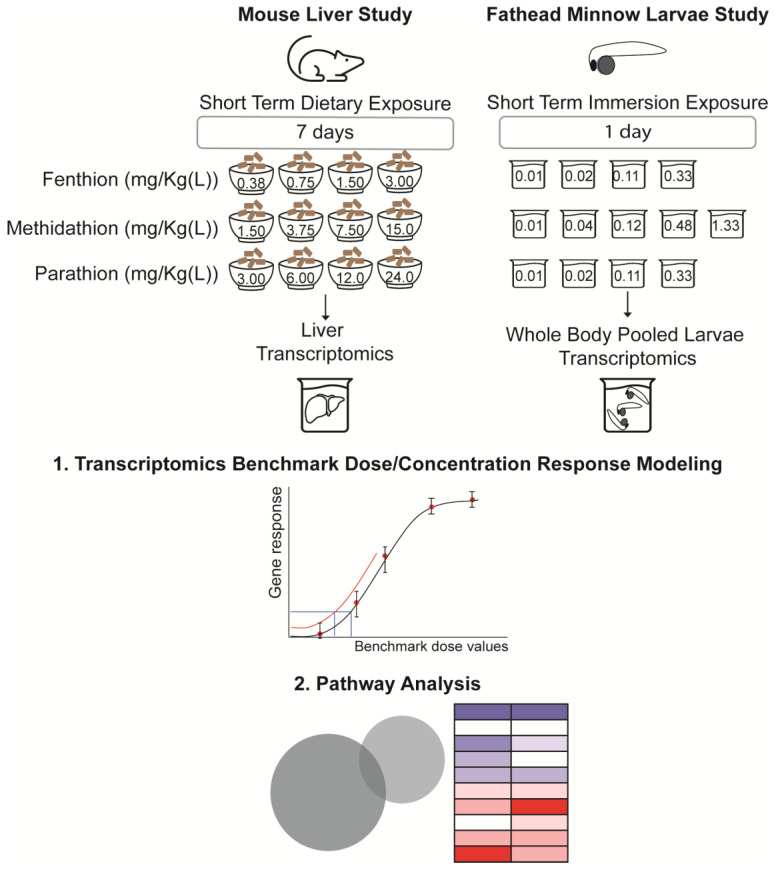
Short-term exposure plan for mouse (7 days) and fathead minnow larvae (1 day) to several dose- or concentration- levels of fenthion, methidathion, and parathion. For each treated condition, mouse liver and pooled whole-body fathead minnow larva samples were collected for targeted RNA sequencing and total RNA sequencing, respectively; transcriptomics-based benchmark dose analysis and pathway analysis.

**Figure 2:**
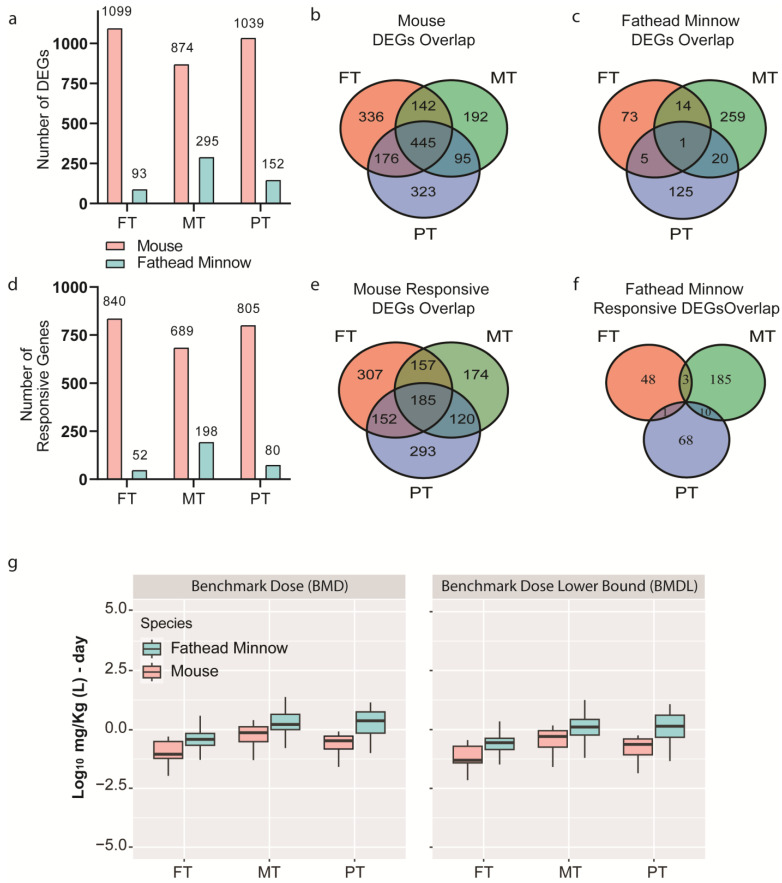
(**a**) Bar graphs represent the total number of differentially expressed genes (DEGs) for each organophosphate pesticide (fenthion (FT), methidathion (MT), and parathion (PT)) for mouse liver and fathead minnow larvae, respectively. (**b**,**c**) Venn diagram shows overlap in DEGs between FT, MT, and PT in each study. (**d**) Bar graphs represents the total number of dose- or concentration-responsive DEGs with modeled benchmark dose/concentration (BMD(C)) values. (**e**,**f**) Venn diagram shows overlap of dose- and concentration-responsive DEGs for FT, MT, and PT in each study. (**g**) Box plots represent transcriptomic BMD(C) and the lower 95%-confidence bound of BMD(C) (BMD(C)L) log-transformed median levels and ranges for FT, MT, and PT in each study. For mouse liver study, DEGs were determined by ANOVA with a false discovery rate-adjusted *p*-value < 0.05 and maximum absolute fold change across all dose levels ≥ 2. For fathead minnow larva study, DEGs were determined by ANOVA with a *p*-value < 0.05 and maximum absolute fold change across all concentration levels ≥ 2.

**Figure 3:**
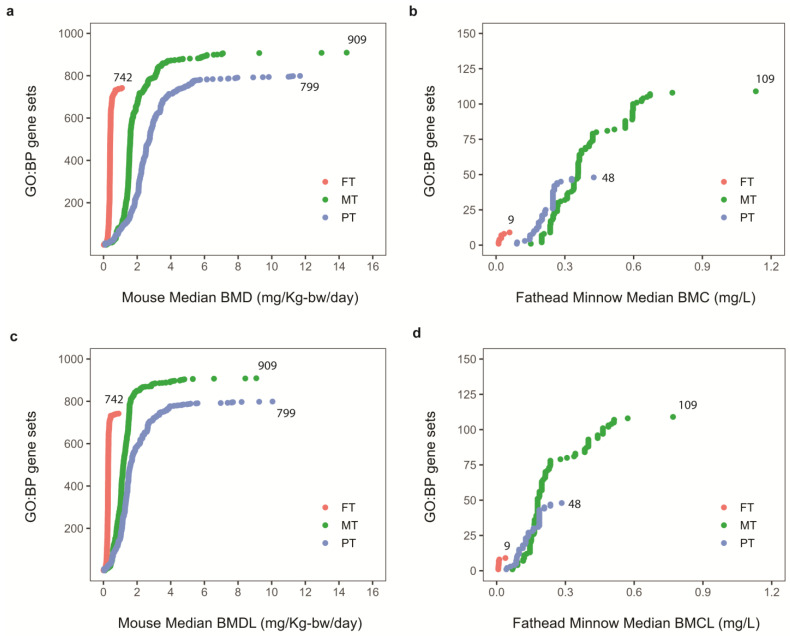
Mouse liver study and fathead minnow larva study accumulation plots showing median benchmark dose/concentration (BMD(C)) (**a**,**b**) or lower 95%-confidence bound of BMD(C) (BMD(C)L) (**c**,**d**) of significantly enriched gene-ontology biological process categories (GO:BP) for fenthion (FT) in red, methidathion (MT) in green, and parathion (PT) in blue. Significant GO:BP enrichment was determined by Fisher’s exact test two-tailed *p*-value < 0.05 and at least three genes per gene set.

**Figure 4:**
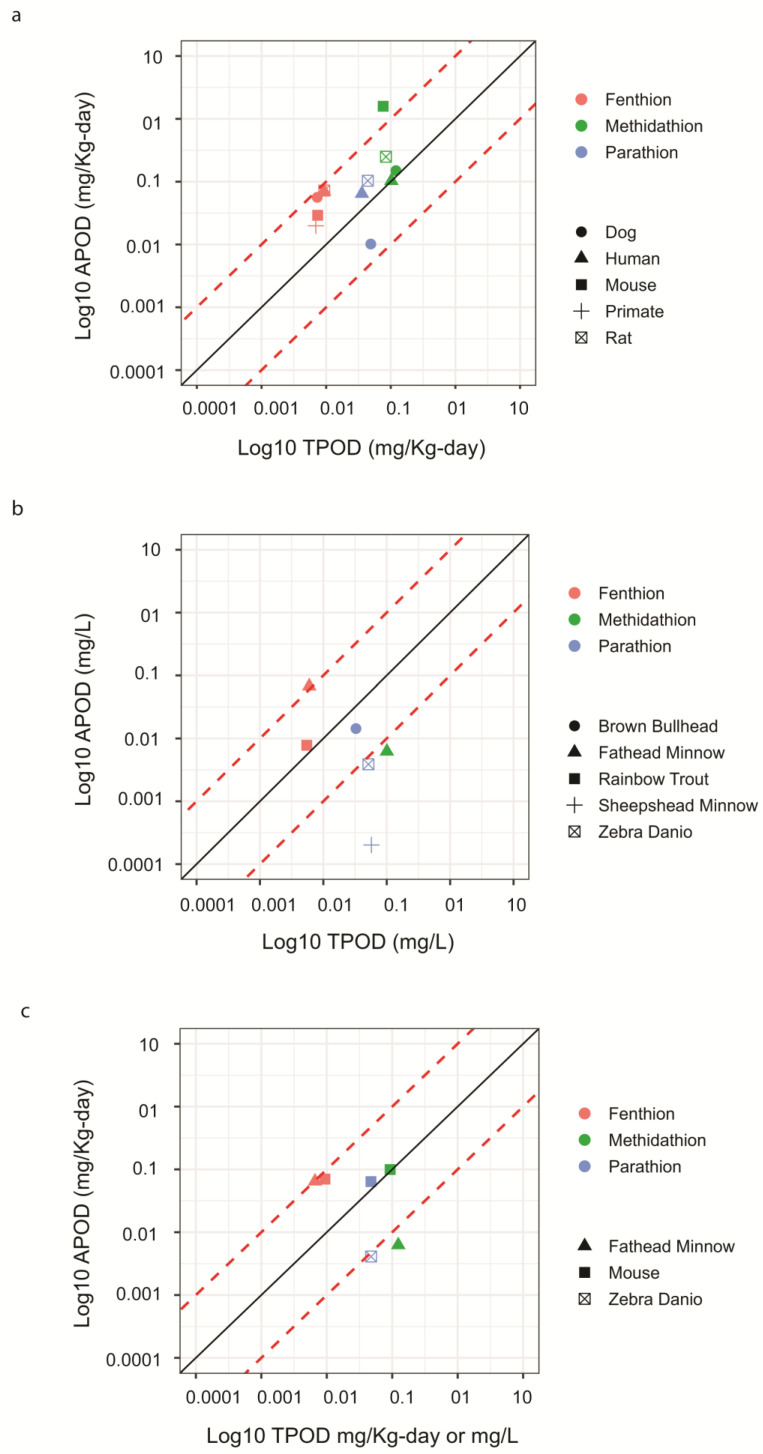
Scatter plots comparing mouse liver study and fathead minnow larva study’s transcriptomic points of departure (TPODs) identified by the benchmark dose/concentration’s 95%-confidence lower bound (BMD(C)L)) based on the median of the most sensitive significantly enriched gene-ontology biological processes (GO:BP) compared with traditional apical points of departure (APODs) identified by the no-observable-adverse-effect levels (NOAELs)) for several species of mammals (**a**), several species of fish (**b**), and humans (**c**). The solid line indicates a perfect concordance at 1. The red dashed lines represent a 10-fold difference from the solid line. Significant GO:BP enrichment was determined by Fisher’s exact test two-tailed *p*-value < 0.05 and at least three genes per gene set.

**Figure 5:**
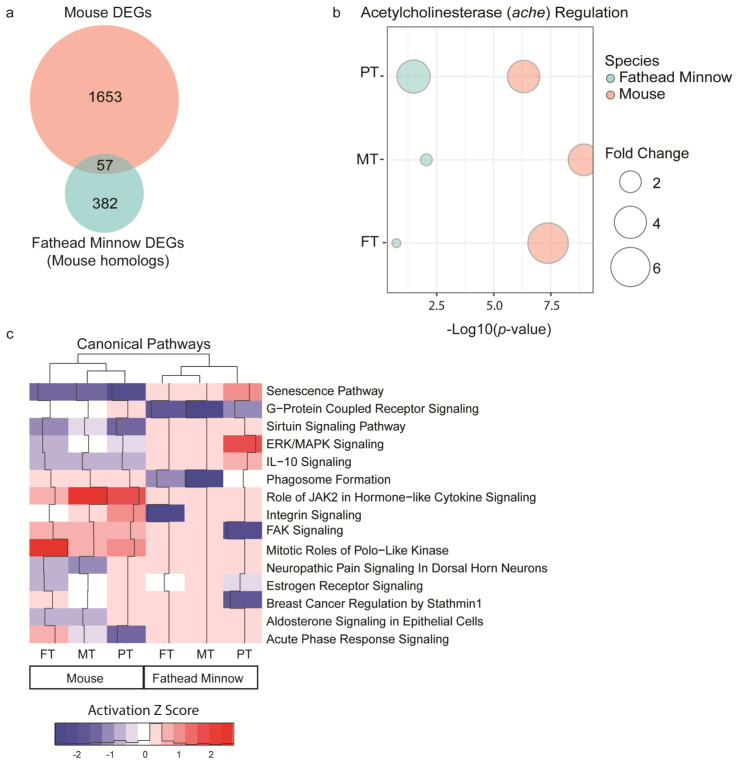
Combined differentially expressed genes (DEGs) of the mouse liver and pooled fathead minnow larva samples after exposure to fenthion (FT), methidathion (MT), and parathion (PT). (**a**) Venn diagram shows unique DEG overlap between mouse DEGs and fathead minnow DEGs converted to mouse homologs. (**b**) Bubble plot reports effects of FT, MT, and PT on acetylcholinesterase (ache) gene activity across the mouse liver study and fathead minnow larva study. The -Log10(*p*-value) was determined by ANOVA and the size of the dot is proportional to the fold change, while the pink and blue colors correspond to the two different species of interest (mouse and fathead minnow, respectively). (**c**) Comparison analysis of enriched canonical pathways (*p*-value <0.05) affected by short-term exposures to FT, MT, and PT in mouse liver study and fathead minnow larva study. The red- or blue-colored rectangles in each column indicate the z-score activities for each analysis, where red shading (positive z-scores) indicates predicted activation, and blue shading (negative z-scores) indicates predicted inhibition with ranking based on average absolute z-score across all groups. For mouse liver study, DEGs were determined by ANOVA with a false discovery rate-adjusted *p*-value < 0.05 and maximum absolute fold change ≥ 2. For fathead minnow larva study, DEGs were determined by ANOVA with a *p*-value < 0.05 and maximum absolute fold change ≥ 2 prior to mouse ortholog conversion.

**Table 1:** Organophosphate pesticides used in each study (mouse liver/fathead minnow larva studies).

Chemical	Abbreviate	CAS	Purity	Lot No.	Structure
Fenthion	FT	55-38-9	97.3%/>98%	1827400/BCBW6887	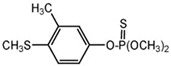
Parathion	PT	56-38-2	98.1%/98%	1757800/BCCC6538	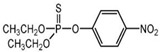
Methidathion	MT	950-37-8	99.3%/>95%	1878600/BCBX1633	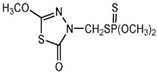

**Table 2:** Median transcriptomics-based BMD(C) and TPOD values from the most sensitive enriched gene ontology biological process (GO:BP) gene sets in mg/Kg-bw/day (mouse) or mg/L (fathead minnow).

Species	Chemicals	GO: BP	BMD(C)	BMD(C)L or TPOD	BMD(C)U
Mouse	Fenthion	Regulation of mammary gland epithelial cell proliferation	0.018	0.009	0.429
	Methidathion	Negative regulation of glucose transmembrane transport	0.164	0.093	0.306
	Parathion	Purine nucleotide transport	0.101	0.046	1.291
Fathead Minnow	Fenthion	Fatty acid metabolic process	0.011	0.007	0.120
	Methidathion	Anatomical structure homeostasis	0.151	0.115	0.217
	Parathion	Tissue development	0.090	0.046	0.682

## Data Availability

The data presented in this study, excluding sequencing FASTQ files, are openly available in Wehmas, L. (n. d.). Organophosphate pesticide manuscript dataset [Data set]. U.S. EPA Office of Research and Development (ORD). https://doi.org/10.23719/1503218 (accessed on 31 August 2023). Raw FASTQ files for the mouse liver study are openly available in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus database (accession GSE240853). Raw FASTQ files for the fathead minnow larva study are openly available in the NCBI Sequence Read Archive (submission: SUB13852035).

## Supplementary Materials

The following supporting information are available at https://www.mdpi.com/article/10.3390/toxics11100820/s1. Supplemental Table S1: Fenthion, methidathion, and parathion differentially expressed genes (DEGs) for the fathead minnow. Fathead minnow DEGs were converted into zebrafish orthologs (ANOVA; *p*-value < 0.05; max fold change >|2|) for analysis in BMDExpress2; Supplemental Table S2: Fenthion, methidathion, and parathion differentially expressed genes (DEGs) for the mouse specie (ANOVA; false discovery rate adjusted *p*-value < 0.05; max fold change >|2|); Supplemental Table S3. No observed and lowest observed adverse effect levels (NOAEL and LOAEL) from the most sensitive, apical endpoints identified in chronic mammalian studies from the U.S. EPA Comptox Dashboard; Supplemental Table S4. No observed and lowest observed effect concentrations (NOEC and LOEC) from the most sensitive, apical endpoints identified in chronic fish studies from the U.S. EPA Comptox Dashboard; Supplemental Table S5. IPA enriched canonical pathways from short-term exposure to fenthion, methidathion, and parathion in mouse liver study and fathead minnow larvae study (enrichment determined by *p*-value < 0.05 or −log(*p*-value) > 1.3); Supplemental Figure S1. Principle component analysis of organophosphate pesticide gene counts from mouse liver study before and after batch effects adjustment; Supplemental Figure S2. Impact of organophosphate pesticide exposure on diseases and functions (Interactive network ingenuity Pathway Analysis (IPA)); and Supplemental LC/MS methods.

# Supplementary material for: Short-Term Transcriptomic Points of Departure Are Consistent with Chronic Points of Departure for Three Organophosphate Pesticides across Mouse and Fathead Minnow
**Source:** Toxics. 2023 Sep 29;11(10):820. doi: 10.3390/toxics11100820
**Supplement:** Supplementary file 1

# Supplementary Materials: Short-Term Transcriptomic Points of Departure Are Consistent with Chronic Points of Departure for Three Organophosphate Pesticides across Mouse and Fathead Minnow

Rubia Martin, Monique Hazemi, Kevin Flynn, Daniel Villeneuve and Leah Wehmas

## Liquid Chromatography Mass Spectrometry (LC-MS)

Samples were analyzed for chemical concentration using liquid chromatography mass spectrometry (LC-MS) using a triple quadrupole mass spectrometer with electrospray ionization. Full methodological details and method performance metrics are included in the Supporting Information.

Measurement of parathion, fenthion, and methidathion were carried out using a Thermo Scientific LC-MS system consisting of a Vanquish LC system coupled to a TSQ Altis tandem MS. To obtain separation of compounds, a 1  $\mu$ L injection was separated under gradient flow on an Agilent ZORBAX Eclipse Plus C18 column (50 mm  $\times$  2.1 mm, 1.8  $\mu$ m) using water with 5 mM ammonium formate and 0.1% formic acid (solvent A) and methanol with 5 mM ammonium formate and 0.1% formic acid (solvent B). With a constant flow rate of 0.4 mL/min, gradient conditions began at 25% B, increased to 90% B from 0 to 3 minutes, held at 90% B from 3 to 4.1 minutes, followed by a 2 minute equilibration at 25% B. Analytes were detected using electrospray ionization (ESI) in positive polarity, and ion source parameters including spray voltage (4500 V), sheath gas (56.8 Arb), auxiliary gas (1 Arb), sweep gas (1.6 Arb), ion transfer tube temperature (325°C), and vaporizer temperature (350 °C) were optimized using parathion as a reference compound. Under these conditions, retention time, precursor mass, product ion masses (qual/quant), and collision energy for each target analyte were: parathion: 3.61 min, 292.1 m/z, 236/264 m/z, 15 V; fenthion: 4 min, 279 m/z, 169/247 m/z, 18 V; methidathion: 3.08 min, 303 m/z, 85/145 m/z, 21 V. Detection limit for this method is 1.0 ng/mL for all analytes.

Standards were prepared in 50:50 water:isopropyl alcohol (except the highest concentration standard of 500 ng/mL, which was in 25:75 water:isopropyl alcohol). Parathion certified standard in cyclohexane was purchased from Sigma-Aldrich (Saint Louis, MO) at 99.3% purity. Fenthion and methidathion certified standards in methanol were purchased from AccuStandard, Inc. (New Haven, CT) at 98.3% purity. Mass labeled parathion internal standard was ordered and used initially, but the standard curve was much more linear without it, so it was not included in future sample preparation or analysis. A standard curve was run before each set of samples, and check standards were run every 15 samples. Using the 500 ng/mL standard and spiking into 50:50 water:isopropyl alcohol, three spikes were prepared at 50 ng/mL, and three spikes were prepared at 250 ng/mL. Three method spikes were prepared by spiking 500 ng/mL standard into a sample. Spike recoveries ranged from 85-113% for parathion, 87-116% for fenthion, and 88-112% for methidathion.

## SUPPLEMENTAL FIGURE LEGENDS

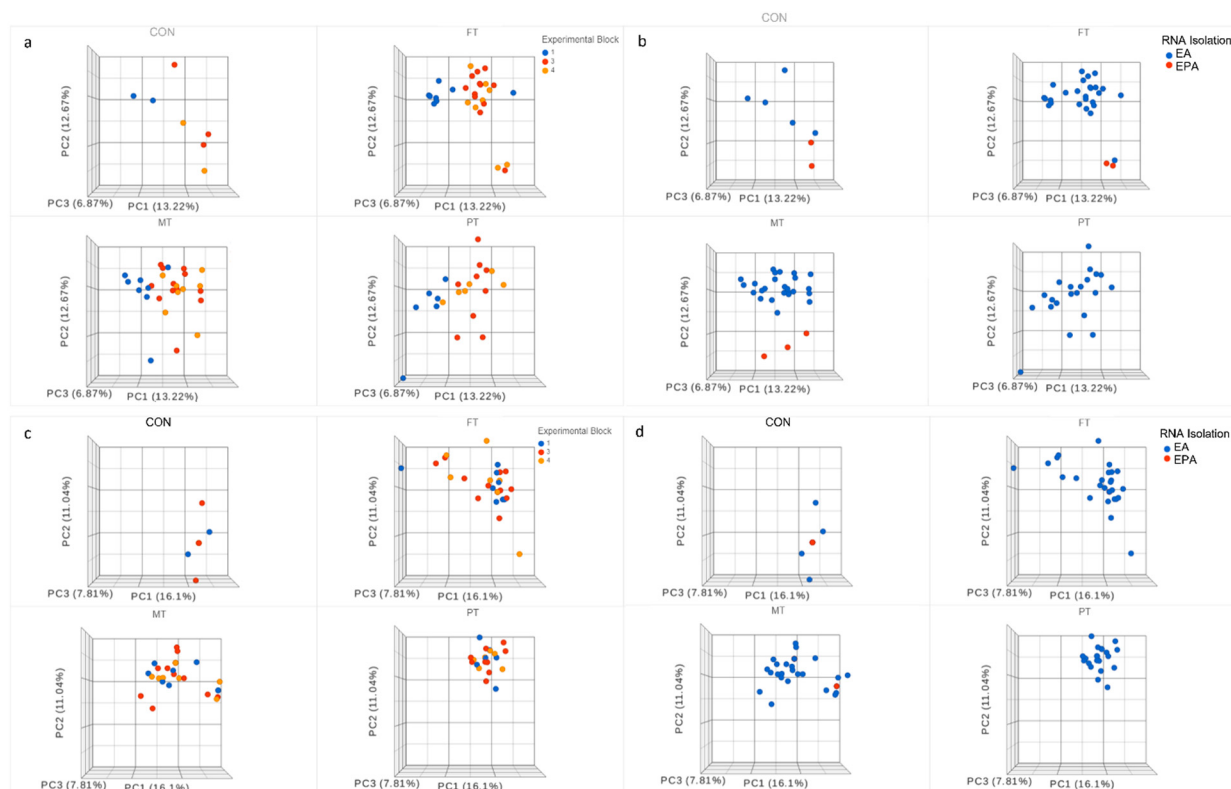

**Figure S1.** Principle component analysis of organophosphate pesticide gene counts from mouse liver study (a and b) before adjustment for batch effects relating to experimental blocking and RNA isolations, respectively and (c and d) after adjustment for batch effects resulting from experimental blocking and RNA isolations, respectively. Batch effects adjustment completed using a general linear model in Partek.

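In the mouse liver, block explained 19.1% (jackknife SD 0.404) of the variance of the first 5 principal components before the adjustment and 0.0% after it. RNA isolator explained 14.0% (SD 0.547) before and 2.62% (SD 0.193) after. The share explained by the 12 exposure groups was 26.2% (SD 0.680) before and 74% (SD 0.574) after. The adjustment had set the mean of every combination of group, block and isolator to that of its group. The share of block after it was thereby fixed, and the higher share of the groups is no evidence of an effect of exposure.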

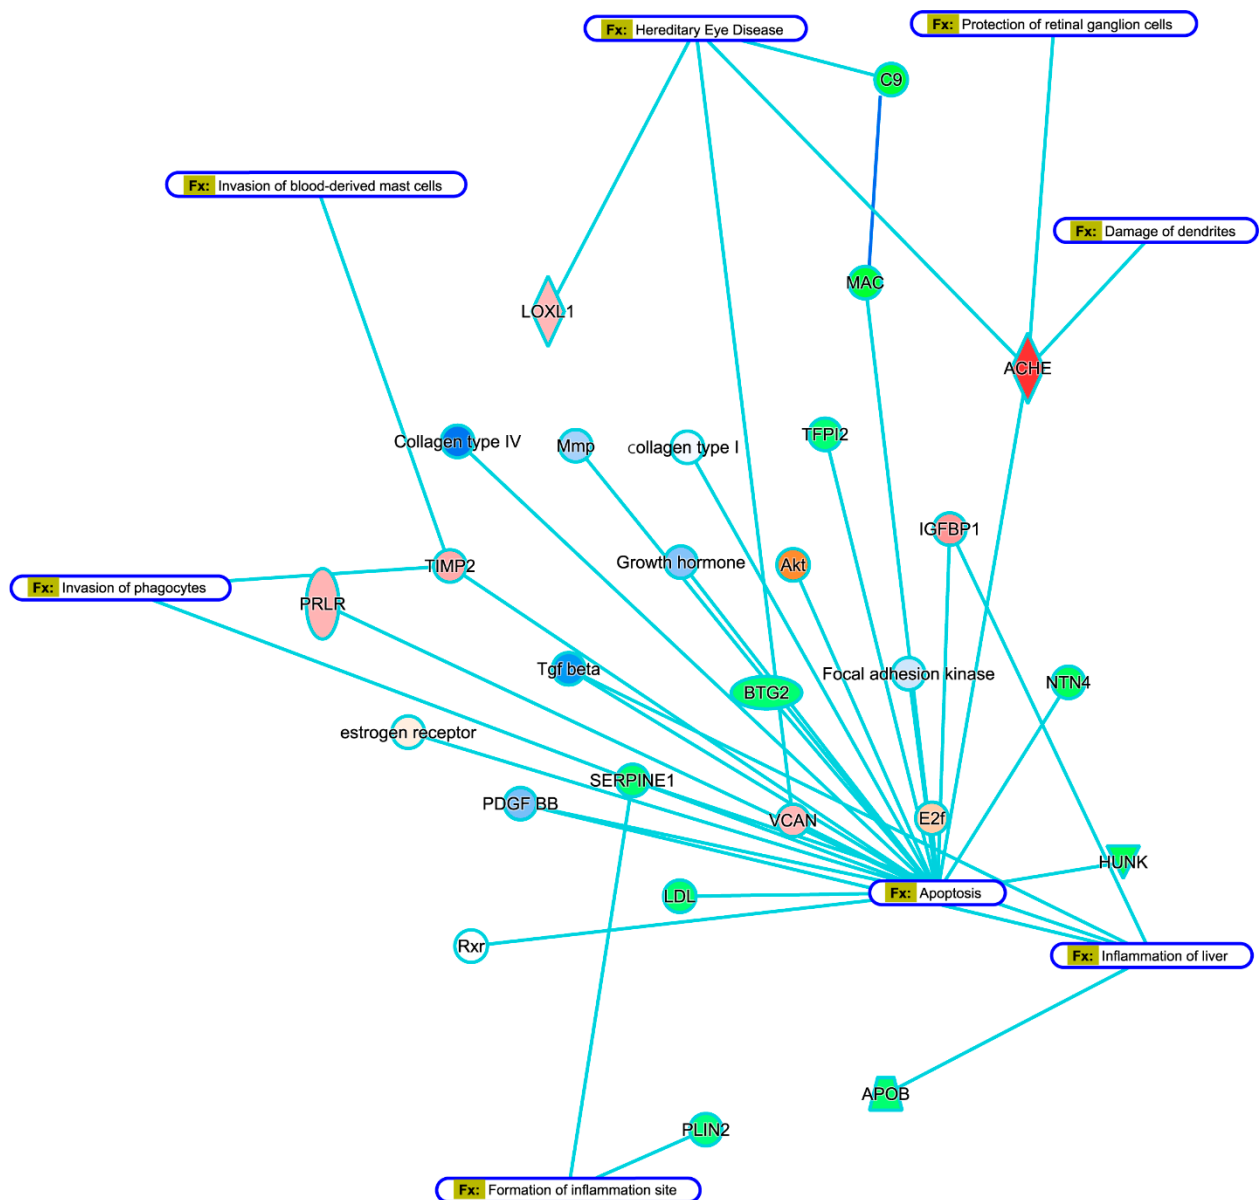

**Figure S2.** Impact of organophosphate pesticide exposure on diseases and functions (Interactive network ingenuity Pathway Analysis (IPA)).

How the deposited data were processed for this re-analysis (not part of the article)

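Mouse liver TempO-Seq data of 84 mice in 12 groups of 7 were analysed. The fathead minnow experiment was not analysed here. Each mouse was assigned to its group, block and RNA isolator from the sample descriptions and the paper, and all columns of both tables were used.

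The authors trimmed reads, aligned them with STAR to mm39 and quantified Ensembl release 106 transcripts with Partek E/M, and deposited the estimated counts without normalization. The authors then left out genes with low counts, scaled to CPM, added 1, took log2 and adjusted for block and RNA isolator with a general linear model in Partek. The adjusted values deposited by the authors are log2 values, entered among the units as a score, since their columns are named by animal number and could not be range-checked as log2. In the deposited values, 1 had been added to the counts before scaling. Gene names and coordinates come from a GENCODE annotation of GRCm39, the same assembly as mm39 but another release than the authors'; 17660 of 17695 gene identifiers had a name in it.

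DEGs were called on the deposited adjusted values with the gene-wise F test over control and the doses of 1 OPP, Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2. Counts were rounded and compared between each dosed group and control with edgeR 4.0.16 (quasi-likelihood test, TMM normalization), in 1 model over all mice with block and isolator as covariates, for the 10415 genes with a median count above 8. Cage was not in the model, although the paper states that whole cages were assigned to groups, so mice of 1 cage were treated as independent. DESeq2 1.42.0 and limma 3.58.1 in R 4.3.3 served as alternatives, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9 for the rest. Benchmark doses were fitted with 9 models at a benchmark response of 1.349 SD. Gene set enrichment and pathway analysis were not run, since BMDExpress and Ingenuity Pathway Analysis were not used here, so the conclusions on GO categories, points of departure and pathway activation have no values here.

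The fits were tested on simulated data. Of 200 genes changed by a log2 fold change of 2 among 10415 simulated genes, edgeR recovered 198 with 0 false calls, DESeq2 198 with 1 and the F test 190 with 0. When the real mice were regrouped within blocks, the median number of genes called by edgeR was 0 in each comparison. The highest number in a regrouping lay between 31 (FT 2.5 ppm) and 86 (PT 20 ppm). The numbers of false calls on simulated genes can therefore not be taken to hold for the real mice. On 2700 simulated curves the benchmark dose limits enclosed the true value less often than their level of 95% on each side implies, which limits the precision of the BMDLs. The simulated data were first examined after the deposited data, and no setting was changed because of them.

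Total counts lay between 6950381 and 15300589 per mouse, and 3 counts, the smallest number taken as measured, correspond to between 0.196 and 0.432 CPM. Counts without molecular identifiers are not independent molecules, so this covers counting error only.

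The genes named in the text were set before the data were examined as Ache, the 10 shared DEGs whose smallest change over the OPPs was largest, the 3 lowest and 3 highest genes per OPP at the highest dose by edgeR, a list of 31 genes, mostly esterases and related hydrolases, and the pathway genes of Table S5 as sets. Genes named outside this rule were chosen after their values were seen, as the text says. Alternatives covered the test, the pseudocount, the filter on low counts, the scaling, the covariates, the mice isolated by EA, the blocks and the benchmark dose rules.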

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

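The test of the blocks for the total counts and those of the RNA isolator and of the shift in share at PT 80 ppm were chosen only after the result was seen. Total counts, Ache CPM and adjusted Ache values were examined for a mouse far from the others in each of the 12 groups, 36 sets of values in all, of which chance marks about 1 in 20. A mouse was taken to stand apart when its gap to the nearest of its group, as a share of the group's range, was above Dixon's limit for 7 mice, and 1 did. At FT 5 ppm, the mouse of block 1 isolated by EA had 9507677 counts, while the others had 11716402 to 12905811, a gap of 0.650 of the range. The lowest total of all mice, 6950381 at MT 50 ppm, did not pass this limit, with a gap of 0.368 of the range of its more widely spread group, although it lay farther from the next mouse (9354064). At FT 5 ppm, counts were found on 14186 genes in it and on 14070 to 14585 in the others. The median total of the other mice of its block was 1.12 times that of the other blocks, so a difference between blocks does not account for it. No biological explanation was tested for a single mouse.

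At PT 80 ppm, 142 of the 344 genes that changed against the control by edgeR on the counts were not among the PT DEGs of the deposited adjusted values, and the paper does not discuss them as a set. Of 100 splits of the mice within blocks, the real one included, 1 gave as many genes, and the highest other split gave 39. The paper states that whole cages were assigned to groups, while the splits moved single mice. A difference between cages could therefore not be told apart from one between doses. No difference in total counts between PT 80 ppm and control mice was detected (exact permutation test, p = 0.343). With EA mice alone, 345 genes changed. The 10 genes with the most counts took 17.7% ± 1.71 (SD, 7 mice) of the counts at PT 80 ppm and 21.2% ± 1.89 in the control group (exact permutation test, p = 0.00583). That leaves the other genes a share of the counts higher by 0.0628 on the log2 scale at PT 80 ppm, far from the 2-fold limit, while 174 of the 344 genes were lower, so this difference in share does not account for their number. The changes may follow from the PT dose, but GC content and reads shared between paralogs were not tested as other explanations. The paper also reports that body weight and relative liver weight fell significantly with PT alone, PT 80 ppm included. Whether the changes go with this loss of weight was not tested, so it cannot be told apart from other effects of PT.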

How the results depend on the processing

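Alternatives were set before the data were examined, except those said to be added, which were chosen after seeing the data. Of the values that answer a comparison, 152 stayed the same under an alternative, 102 moved, 5 were no longer past the threshold and 7 changed direction. Those that stayed the same include 21 fold changes of Ache and 3 correlations whose values the adjustment fixes whichever mice or test are used, and they show no stability of these values. A count of genes was taken as changed when it moved by more than 1.5 times, and so was a median BMD, which has no replicates. For each change given here the cause was not tested, except where the shuffles of mice under other observations bear on it.

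The numbers of DEGs for FT, MT, PT and all OPPs, 1099, 874, 1039 and 445 on the deposited values, were 0, 4, 171 and 0 from the log2(CPM + 1) of the counts with covariates, 0, 3, 117 and 0 without covariates, 0, 7, 229 and 0 with a pseudocount of 0.1, 0, 3, 151 and 0 with no filter on low counts, 0, 6, 152 and 0 with TMM scaling, 1, 4, 337 and 0 by edgeR and 13, 27, 314 and 2 by the DESeq2 likelihood ratio test. Where these counts of FT are 0, 932 of 10415 genes had an unadjusted p under 0.05 in the fit with covariates. With no fold-change minimum they were 7619, 8781, 7150 and 4803. With 1 added to the counts before scaling, an added alternative, they were 0, 7, 231 and 0. The shared number was 267 without block 3 and 240 when the residual degrees of freedom were counted by combination of group, block and isolator, also added. With limma, with EA mice alone and without block 1 or 4, the 4 numbers stayed within 1.5 times; on the deposited values EA mice alone, or the mice without a block, have the same group means, so these alternatives could not move a fold change, that of Ache included, and show no stability of it.

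By edgeR per dose, the genes that changed (at FT 2.5, 5, 10 and 20 ppm 0, 0, 22, 0, at MT 10, 25, 50 and 100 ppm 0, 0, 1, 5, at PT 20, 40 and 80 ppm 1, 0, 344; unadjusted p under 0.05 for 1116, 790, 1843, 415, 1038, 603, 416, 1422, 616, 886, 3178) moved as follows. DESeq2 gave 3 at FT 5 ppm, 38 at FT 10 ppm and 0 at PT 20 ppm. A fit with no covariate gave 6 at FT 2.5 ppm and 71 at FT 10 ppm. The mice of 1 OPP and control alone gave 2 at FT 10 ppm, 3 at MT 10 ppm, 1 at MT 25 ppm, 17 at MT 100 ppm and 0 at PT 20 ppm. With no filter on low counts there were 2 at FT 5 ppm, 1 at FT 20 ppm, 8 at MT 100 ppm, 0 at PT 20 ppm and 566 at PT 80 ppm. With EA mice there were 8 at FT 10 ppm, 8 at MT 10 ppm and 2 at MT 100 ppm. The other numbers per dose stayed within 1.5 times under these alternatives. No paired analysis was possible because each mouse has an animal number of its own, which no other group shares. Block entered as a covariate instead.

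The largest fold change of Ache, 6.36, 3.84 and 4.05 for FT, MT and PT, was 1.10, -1.11 and 1.09 from the log2(CPM + 1) of the counts, where a minus sign marks a fall, and -1.29, -1.39, -1.21 by edgeR with no filter on low counts, which was added; adjusted p was between 0.844 and 0.958 in these fits. Its counts of 0 to 13 limit what can be measured for this gene. Its rank correlation with dose was -0.134, -0.170, 0.0158 from the counts and -0.135, 0.135, 0.395 in the dosed mice alone.

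The correlations of fold changes (FT and MT, FT and PT, MT and PT) were 0.674, 0.560, 0.600 with different control mice on the deposited values, where the adjustment had set the control mice of each block and isolator to 1 common mean, so that such mice are not separate controls, 0.494, 0.30, 0.405 with edgeR's fold changes and 0.0235, 0.0403, 0.214 from the counts with different control mice, which was added. With different parts of the control mice alike in block and isolator, also added, they were 0.136, 0.114, 0.282 from the counts. The variance share of block before adjustment was 16.8% with genes scaled to unit variance. That of isolator was 7.44% before and 3.08% after with the 1000 most variable genes, and 17.0% and 1.96% with scaled genes.

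Dose-responsive DEGs for FT, MT and all OPPs were 496, 297 and 67 with a goodness-of-fit p above 0.1. PT fits of the models with the most parameters had no such p and were kept, so this limit was weaker for PT. The shared number was 183 with a BMDU to BMDL ratio of at most 10. With no fold-change minimum, FT, MT, PT and shared numbers were 6037, 5233, 6004 and 2267, with median BMDs of 0.666, 2.74, 2.77 mg/Kg-bw/day. From the counts with block and isolator subtracted they were 0, 4, 169 and 0, with median BMDs of 5.71 (MT) and 8.44 (PT) and BMDLs of 4.60 and 6.15; FT had no gene to give a median. For the DEGs of the deposited values fitted on the counts, which was added, they were 114, 74, 336 and 6, with median BMDs of 1.02, 12.2, 8.45 and BMDLs of 0.529, 4.60, 5.72.

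Of the 10 shared DEGs named, edgeR on the counts, which was added, gave the opposite direction for Fgf2 at PT 80 ppm (-0.35), Gm7413 at MT 100 ppm (-0.0885), Gm18139 at FT 20 ppm (-0.00113), Gm18139 at MT 100 ppm (-0.30), Gm18139 at PT 80 ppm (-0.0163), Cpxm2 at MT 100 ppm (-0.49); another 21 of their fold changes were no longer past the threshold. Of the fold changes of single genes named from edgeR per dose, 9 values fell short of the threshold under an alternative and 80 did not. DESeq2 gave no adjusted p for Cyp2c55 at MT 100 ppm.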

Differences from the paper's values

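The paper's number of dose-responsive DEGs shared by all OPPs in the mouse liver is 185, and 299 were found here. Of the alternatives set before the data were examined, the number fell within 1.5 times of the paper's with a BMDU to BMDL ratio of at most 10 (183), with BMDs of at least 0.1 of the lowest dose (230) and with EA mice alone (234). It did not with a benchmark response of 1 SD, with linear, power and polynomial models alone, with a goodness-of-fit p above 0.1, from the counts or with no fold-change minimum.

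The paper's log10 median gene-level BMD in the mouse liver is about -1.1 for FT, about -0.1 for MT and about -0.45 for PT in Fig. 2g, read by eye. Here the log10 medians were -0.42 for FT, 0.21 for MT and 0.25 for PT. None of the alternatives set before the data were examined closed any of these gaps. FT gave no median from the counts. With a BMDU to BMDL ratio of at most 10, the numbers of dose-responsive DEGs were 849, 655 and 800, and the log10 medians still differed.

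In the paper's figure the median of PT lies below that of MT. Here it was 1.77 mg/Kg-bw/day for PT and 1.64 for MT, and among the alternatives set before the data were examined only a benchmark response of 1 SD gave the lower median to PT, with 1.23 against 1.37. With the DEGs of the deposited values fitted on the counts, an alternative chosen after seeing the values, the median of PT was also lower, with 8.45 against 12.2.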

Other observations

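The tests on the 1 control mouse, for the shared DEGs and for Ache, that on control mice split alike in block and isolator, and that of the RNA isolator with every mouse scored on genes chosen without it were chosen only after the results they bear on were seen. The others were set before their own results were seen, that with different control mice on the counts after other values had been.

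The number of DEGs may arise in part from the batch adjustment. The mice were shuffled among the groups within each combination of block and RNA isolator, the same linear adjustment was applied to the unadjusted values, and DEGs were called again; applied to the real order, this gave the same 1099, 874, 1039 and 445 shared DEGs. Over 99 shuffles, in which dose carries no information, the median number was 1051 for FT (range 722 to 3197), 820 for MT (628 to 2665), 775 for PT (487 to 2456) and 385 shared by all (246 to 1915). Counting the real order, 35, 39, 15 and 25 of these 100 splits gave as many DEGs. The adjusted numbers of DEGs and their overlap therefore cannot be told apart from what the adjustment gives for mice in random groups. When the deposited adjusted columns themselves were regrouped within blocks, 1 of 100 splits, the real one, gave as many DEGs for FT, and likewise for MT, PT and the shared DEGs. That count shows nothing either way, because the adjustment had already set every combination of block and isolator to the mean of its real group.

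A candidate source of the overlap is a single control mouse, that of block 4 isolated by EA, whose weight in the fold changes is the largest in size of the control mice. Across genes, its deviation from the other control mice was correlated with the fold changes at the highest dose. The correlation was -0.513 for PT, the largest in size of the OPPs, -0.499 for FT and -0.382 for MT. For MT, a control mouse of block 3 had -0.377. A control mouse of block 1 correlated at 0.540 with FT, so the test does not single out the mouse of block 4.

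For Ache, the unadjusted value of that mouse, a count of 0, was replaced by the mean of the other control mice and the same adjustment applied. The largest log2 fold change became -0.95 for FT, -1.40 for MT and -0.88 for PT, in place of 2.67, 1.94 and 2.02. At each of the 11 doses the log2 fold change was then negative, between -1.40 and -0.46, where it had been positive. The higher adjusted Ache values of mice dosed with FT, MT or PT may thus rest on the count of 0 in 1 mouse. For MT, the largest change was then a fall of more than 2-fold. The limits set for the test were a change under 2-fold in size and a log2 size at least 0.8 of the former. The size for MT lies between them, so by these limits MT was not settled. They take no account of sign, and the rise was lost at each MT dose.

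The correlation of fold changes between OPPs may in part come from the control mice they share. On the counts, the correlation with different control mice was at most 0.454 of that with all control mice over the pairs of OPPs. Those splits took no account of block or isolator and left each OPP fewer control mice. In the 6 splits in which both parts held mice of every block and 1 EPA mouse, the correlation with a different part for each OPP was 0.207, 0.253 and 0.533 of that with the same part for both, for FT and MT, FT and PT, and MT and PT. The largest, 0.533, lies between the limits set for the test, under 0.5 and at least 0.8 for every pair, so that the share due to the control mice was not settled for MT and PT.

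Whether the lowest median BMD of FT follows from the doses given could not be told. In units of the lowest dose of each OPP the median of FT was 1.02, no longer the lowest. This divides all BMDs of an OPP by the same number. A more potent OPP given at lower doses could lose its rank in the same way. When values and DEGs were taken from the counts, 0 FT genes had a BMD, where 932 genes had an unadjusted p under 0.05, so there was no median to compare. For the DEGs of the deposited values fitted on the counts, which was added, FT again had the lowest median, 1.02 mg/Kg-bw/day against 12.2 for MT and 8.45 for PT, although these genes had been chosen on the adjusted values. In units of the lowest dose, these medians were 2.7 for FT, 8.17 for MT and 2.82 for PT, so that FT was the lowest there too, within 1.5 times of PT.

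One mouse at FT 20 ppm, of block 4 and isolated by EA, lay beside mice isolated by EPA in the principal components before adjustment. Its score on 100 genes that separate the isolators in the other groups was 0.0482, just above the highest of the 16 EA mice compared (0.0347) and below the lowest of the 5 EPA mice (1.49). Since those mice had themselves chosen the genes, their ranges are too far apart to place this mouse. Every mouse was therefore scored on 100 genes chosen without it. Of the 76 other EA mice, 8 then scored as high as this mouse, the highest at 0.688, and each of the 7 EPA mice scored higher, the lowest at 1.35. Within FT 20 ppm, the 2 EPA mice scored 1.62 and 1.65, and the other 4 EA mice scored from -0.815 to -0.0146, below this mouse. Its score thus lay among those of EA mice and apart from those of EPA mice, which goes against a mislabelled isolator. No biological explanation was tested.

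For the other edgeR comparisons per dose, the number of 100 splits within blocks that gave as many genes as the real one, it included, was 5 at FT 10 ppm (22 genes), 29 at MT 50 ppm (1), 9 at MT 100 ppm (5) and 20 at PT 20 ppm (1). It was 100 at FT 2.5, 5 and 20 ppm, MT 10 and 25 ppm and PT 40 ppm, where 0 genes changed and 1116, 790, 415, 1038, 603 and 886 genes had an unadjusted p under 0.05. The number at MT 100 ppm is thus within what other splits give, although the log2 fold change of Cyp2c29 there was 2.54, which the count does not weigh.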
